# Immune Repertoire after Immunization As Seen by Next-Generation Sequencing and Proteomics

**DOI:** 10.3389/fimmu.2017.01286

**Published:** 2017-10-16

**Authors:** Martijn M. VanDuijn, Lennard J. Dekker, Wilfred F. J. van IJcken, Peter A. E. Sillevis Smitt, Theo M. Luider

**Keywords:** immune repertoire, immunization, NGS, mass spectrometry, immunoglobulins

## Abstract

The immune system produces a diverse repertoire of immunoglobulins in response to foreign antigens. During B-cell development, VDJ recombination and somatic mutations generate diversity, whereas selection processes remove it. Using both proteomic and NGS approaches, we characterized the immune repertoires in groups of rats after immunization with purified antigens. Proteomics and NGS data on the repertoire are in qualitative agreement, but did show quantitative differences that may relate to differences between the biological niches that were sampled for these approaches. Both methods contributed complementary information in the characterization of the immune repertoire. It was found that the immune repertoires resulting from each antigen had many similarities that allowed samples to cluster together, and that mutated immunoglobulin peptides were shared among animals with a response to the same antigen significantly more than for different antigens. However, the number of shared sequences decreased in a log-linear fashion relative to the number of animals that share them, which may affect future applications. A phylogenetic analysis on the NGS reads showed that reads from different individuals immunized with the same antigen populated distinct branches of the phylogram, an indication that the repertoire had converged. Also, similar mutation patterns were found in branches of the phylogenetic tree that were associated with antigen-specific immunoglobulins through proteomics data. Thus, data from different analysis methods and different experimental platforms show that the immunoglobulin repertoires of immunized animals have overlapping and converging features. With additional research, this may enable interesting applications in biotechnology and clinical diagnostics.

## Introduction

The basic understanding of the molecular biology that leads to diversity in the adaptive immune response emerged around 1980 (1), an effort that was awarded with a Nobel prize for Physiology and Medicine for Tonegawa. Yet, it is only in recent years that technology has advanced sufficiently to study the population of sequences that results from this recombination process and the subsequent mutation and selection pressures for the formation of mature immunoglobulins (2). The high-throughput sequencing methods that are available allow researchers to obtain a listing of the repertoire of sequences that make up the antibodies or T-cell receptors that mediate the adaptive immune response. Research groups have started using and refining such tools to understand the development of immune responses, and envision potential applications of information on the immune repertoire.

Yet, it is challenging to obtain a sample for sequencing that properly reflects the repertoire of antibody proteins that is present in the serum, and even more the repertoire of an antigen-specific subset of sequences. One challenge is that not all cells with a rearranged immunoglobulin locus express immunoglobulin protein. Distinctions have been found between the B-cell receptor repertoire and the plasma cell repertoire that drives immunoglobulin expression (3). Another challenge is the tissue niche that is sampled for obtaining sequence information. The immune response is a compartmentalized process that takes place in circulating blood, in the interstitial space of (inflamed) tissues, and in lymphoid organs, such as lymph nodes, the spleen, or bone marrow. The timing and location of the sampling sites are likely to affect the immune repertoire that is observed, and not all sites are easily accessible, especially in human subjects. However, antibodies that are produced as a result of an immune response will generally end up in the circulation regardless of the site of production. Antibody proteins can be collected from serum and affinity-enriched in order to study an antigen-specific subset of molecules. For these reasons, we here study the immune repertoire with a combination of proteomics and NGS. In this way, we can obtain a more comprehensive picture of the differences but also similarities that exist between individuals after an immune response to a particular antigen. The techniques were already combined successfully in the past, and can help provide unique but not always consistent views on the repertoire (4–8).

We previously found evidence for common features between antigen-specific immune sera. The findings are consistent with an increasing body of literature that reports commonalities in the sequence of immunoglobulins targeting a particular antigen (9–14). An immune repertoire consisting of sequences that are not unique to an individual is referred to as a public or stereotyped response. It is thought that such responses result from the selection of specific rearrangements during the initial immune response, or the selection of similar somatic mutations through a process of convergent evolution of the repertoire.

This experiment was designed with a number of distinguishing characteristics that define the data that were collected. First, the immune repertoire was studied in a group of laboratory outbred animals rather than in a heterogeneous population of human subjects. Second, the animals were all immunized with a purified antigen rather than with a pathogen that exposes a multitude of antigens and epitopes. Finally, the samples were analyzed with a combination of proteomics and long-read NGS, two techniques that provide complementary on the immune repertories and both allow us to examine the entire variable domain of the immunoglobulins. With proteomics, affinity-enriched antibodies can be studied, but with limited sequence length or sequence accuracy. Our NGS method offers superior depth, read length, and sequence accuracy, and in combination the strengths of both can be combined. With this dataset, we aim to validate our earlier proteomics observations on convergence in antigen-specific immune repertoires, perform an extended analysis with the NGS data, and establish the value of both techniques in the study of immune repertoires.

## Materials and Methods

Wistar rats were immunized and analyzed by proteomics as described earlier, and spleen material collected from these animals is now used for NGS analysis (10). Rat immunization and sample collection was performed by Genovac GmbH (Freiburg, Germany) under their local permits and regulatory framework. The immunization and three boosts were performed with either recombinant HuD or Keyhole Limpet Hemocyanine modified with dinitrophenyl (DNP) residues, each time with 2-week intervals. HuD is an onconeural antigen related to a paraneoplastic neurological syndrome (15), and DNP was chosen as a well-defined small epitope. Pre-immune and immune sera were collected, as well as a spleen cell suspension. IgG was isolated from the sera with Melon Gel (Invitrogen, Carlsbad, CA, USA), optionally affinity enriched against HuD or DNP-ovalbumin immobilized on Aminolink Plus particles (Thermo Fisher Scientific, Rockford, IL, USA), digested with trypsin and analyzed by a 90 min gradient on a Pepmap Acclaim column, coupled to on an LTQ Orbitrap XL (Thermo Fisher Scientific, Bremen, Germany) set at 30,000 resolution MS1 in the Orbitrap and using dynamic data acquisition to produce CID MS–MS spectra in the ion trap.

For NGS, RNA was collected from 50 × 10^6^ total splenocytes using Trizol (Life Technologies) and additional cleanup with an RNeasy spin column (Qiagen, Germantown, MD, USA). 5 μg RNA collected from splenocytes was reverse transcribed to cDNA with Superscript III (Invitrogen, Waltham, MA, USA) and primers complementary to the constant domains, which included a Unique Molecular Identifier segment (UMI; Supplementary Material). After the addition of Superscript III, reverse transcription proceeded for 40 min at 50°C, after which the enzyme was inactivated at 70°C for 15 min. After cDNA product cleanup with AmpureXP beads (Beckman Coulter, Indianapolis IN, USA), PCR was performed with Phusion proofreading polymerase in HighFidelity buffer (New England Biolabs, Ipswich, MA, USA). The cDNA was amplified with a multiplex degenerate forward primer set and a common reverse primer. Forward PCR primers were designed with the HYDEN degenerate primer design tool (16) and are listed in the Supplementary Material. The PCR was run in a touchdown fashion for 26 cycles, each cycle reducing the annealing temperature by 0.5°C starting from 68°C. A final eight cycles were performed at 55°C. All extensions were performed at 72°C. The PCR product was purified using AmpureXP and concentrated by speedvac. Dual-indexed sequencing libraries were constructed from 120 ng of PCR amplicon according to the manufacturer’s instructions of the Ovation ultralow library kit (Nugen, San Carlos, CA, USA) using custom diversity adaptors with 1–8 random nucleotides before the PCR amplicon. The library was quantified by qPCR and sequenced on a MiSeq with 2× 300 bp paired end chemistry (Illumina, San Diego, CA, USA). Material from all 10 samples was multiplexed in a single MiSeq run. Sequencing data were demultiplexed on index as well as PCR primer. Paired end reads were combined with PEAR and, subsequently, assembled using the MIGEC (17) pipeline, which processes the molecular barcode information for sequence error correction and to report expression levels without PCR bias. Default parameters were used except a minimum UMI count of 1 in MIGEC. The resulting sequences were annotated for germline alleles and regions with the High-VQuest service (18), and additional analysis was performed with the VDJTools package (19) for clustering of samples and tcR (20) to enumerate sequences overlapping between samples. VDJTools clustering was performed with the ClusterSamples function using the default distance parameter (clonotype overlap frequencies). Phylogenetic trees were built with the FastTree program and visualized with the Archaeopteryx viewer (21, 22).

Analyses on proteomics data were performed using ProgenesisQI for Proteomics 2.3 (Waters, Milford, MA, USA) for label-free quantitation and PEAKS Studio 6 (BSI Inc., Waterloo, ON, Canada) for sequence identification. Quantification is reported by ProgenesisQI as an integrated intensity under the isotopic peaks in the mass spectra, normalized for sample loading. Search parameters in PEAKS allowed for a fixed cysteine carbamidomethylation and variable methionine oxidation, a precursor mass tolerance of 10 ppm and 0.5 Da tolerance for ion trap MS–MS spectra and 1 missed cleavage. A search database was constructed from productive reads reported by High-VQuest from all samples combined. At 239 MB, the FASTA file for this database was slightly smaller in size than the common Uniprot database. Peptide spectrum matches with a −10logP confidence better than 15 were included in further analysis.

Proteomics data are made available for public use at the ProteomeXchange Consortium (23) (DOI 10.6019/PXD006484). The NGS data can be obtained from the NCBI Gene Expression Omnibus as study GSE98855 (24).

## Results

The immunizations and proteomics dataset were described in earlier work (10). 

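Spleen cells of 10 Wistar rats were analysed, 5 immunized with recombinant HuD, a neuronal RNA-binding protein, and 5 immunized with keyhole limpet hemocyanin carrying dinitrophenyl (DNP) groups. Each animal gave 1 library of immunoglobulin heavy chain variable domains, in which every cDNA carried a Unique Molecular Identifier (UMI), and all 10 libraries were sequenced in the same MiSeq run. The authors merged the read pairs with PEAR, collapsed reads with the same tag in MIGEC at a minimum UMI count of 1, used a section of 10 CDR3 bases as part of the tag, and annotated the collapsed sequences with High-VQuest. A collapsed sequence is called a read here, and the deposited count beside it, the number of sequenced copies that carried its tag, was used only as an alternative unit. The libraries held between 71562 reads in DNP3 and 287196 reads in DNP4, with a median of 152731 reads over the 5 DNP animals and of 207169 reads over the 5 HuD animals. Between 81.1% and 91.1% of the reads of a library were called productive. This left 60647 to 259834 productive reads per DNP animal (median 123799) and 156272 to 224573 per HuD animal (median 184166), 1615896 in total. A productive read rested on 1.40 to 1.96 sequenced copies on average, and 81.7% to 87.8% of the productive reads of a library had 1 copy, so that no consensus over copies exists for them. From these files, amino acid segments of the productive reads were compared between animals, and a segment counted as present in an animal with 1 read. IGHV genes were taken from the first gene named in the annotation, and 14.1% of the productive reads name several IGHV genes. The antigens were compared with exact permutation tests over the 252 ways to choose 5 of the 10 animals, for which the smallest two-sided p is 0.00794. Counts of reads cover counting error only, and animals with the same number share nothing but that number.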

The sequence data were demultiplexed, yielding between 1.0 × 10^6^ and 2.2 × 10^6^ paired end reads per biological sample. After processing the raw reads and collapsing those sharing the same barcodes, we assessed the class distribution of the reads. 79% of the reads related to IgG, followed by IgA, IgM, IgD, and IgE (Figure 1). As observed in other studies, the repertoire distribution was very skewed, showing a limited number of clones making up the majority of the expressed repertoire (Figure S1 in Supplementary Material).

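In every animal a small number of CDR3 sequences, the segment formed where the V, D and J genes join, held a large part of the productive reads. The most abundant CDR3 took 2.37% ± 1.40 (SD, n = 10 animals) of the reads and the 1000 most abundant took 74.3% ± 6.51, out of 6568 to 39753 unique CDR3 sequences per animal. At the other end of the distribution, 75.2% ± 6.06 of the unique CDR3 sequences were seen in a single read. The largest read numbers were found for ARHGYNSYFDY in HuD4 with 6061 reads (3.29% of its reads), TRGGYFRY in HuD3 with 4473 (2.66%), ARWTRYFDY in DNP1 with 4264 (3.06%) and ARHVLPLRVWDY in DNP3 with 3409 (5.62%). TRGGYFRY was also abundant in HuD5 with 2545 reads, and ARWTRYFDY was found with 559 reads in DNP5. The most abundant CDR3 sequences of HuD1 (ARDAGILRY, 2480 reads) and HuD2 (ARQDNYVGFAY, 1876 reads) had no read in another animal. Those of DNP2 (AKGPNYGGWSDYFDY, 2248 reads), DNP4 (ARWPGYNPPYAMDA, 2991 reads), DNP5 (ARLRLEWEVRAMDA, 2077 reads) and HuD5 (TRGTYFRH, 2940 reads) had at most 8 reads in any other animal. These shares describe transcripts of all spleen cells, so a large share can come from many cells or from cells with much transcript.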

**Figure 1:**
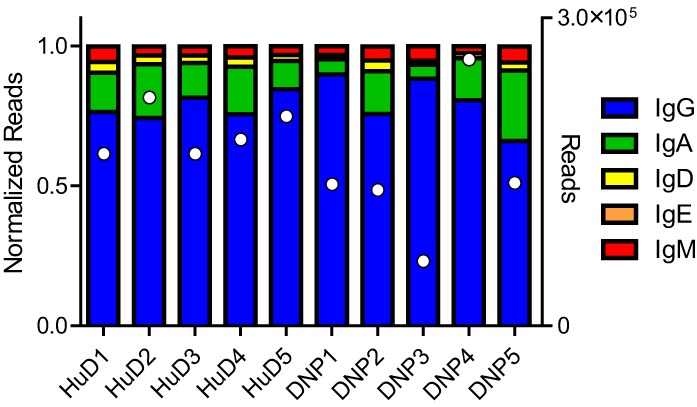
The NGS dataset included a small section of the constant domain that allows identification of the class of immunoglobulin. The reads were normalized, but the total number of processed reads included for each sample has also been plotted in white markers on the right axis. In all samples, the majority of reads belonged to the IgG class, followed by IgA and the other classes. Differences were observed between subjects but no relation to the treatment could be shown.

### Sample Clustering by Antigen

It was previously observed that animals immunized with different antigens could be distinguished from each other based on a cluster analysis on a proteomics dataset of affinity-enriched antibodies from the immune sera. A similar approach was performed on the immune repertoire data that were obtained from the splenocytes of these animals. The dataset consists of entire variable domain sequences, rather than the short peptide fragments that were identified in the proteomics data. Within the variable domain of the immunoglobulin, the complementarity-determining regions 1, 2, and 3 can be found as well as the surrounding framework regions. Unique rearrangements can be found in the CDR3 regions, and somatic mutations focus on the CDR regions but are not uncommon in the framework regions either. It is, therefore, of interest to assess several sections of the variable domain separately to assess similarities that may cluster the samples into groups. The dataset was processed with the High-VQuest service to annotate the various immunoglobulin regions in the sequence and to enable filtering for functional transcripts. The segments of interest were collected, collapsed to a unique set annotated with the read number, and the ClusterSamples function in the VDJTools package was then used to cluster the CDRs 1, 2, and 3 individually, as well as these CDRs together with their flanking framework regions. It was found that samples could be clustered according to the antigen that was used for the immunization based on all segments that were assessed, but clustering was strongest based on the CDR3 region, and became stronger by the inclusion of the flanking framework regions (Figure 2; Figure S2 in Supplementary Material).

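Animals immunized with the same antigen had more of their repertoire in common than animals immunized with different antigens, for both antigens in 6 of the 7 segments and for CDR1 in the HuD animals only. For CDR3, which carries most of the diversity of the heavy chain, the median overlap of a pair was 4.85% between animals of the same antigen and 1.91% between a HuD and a DNP animal, where the overlap is the geometric mean of the read shares of their common sequences. With its flanking frameworks (FR3-CDR3-FR4) these medians were 0.525% and 0.109%, and for the whole variable domain (FR1-FR4) 0.0950% and 0.0137%. CDR1 and CDR2 are largely encoded by the germline IGHV gene, and their overlap was high in all pairs, with medians of 88.6% and 87.3% for CDR1 and of 72.9% and 66.5% for CDR2. The medians were 45.2% and 34.3% for FR1-CDR1-FR2 and 16.9% and 12.1% for FR2-CDR2-FR3. On the scale of the default VDJTools distance, −log10 of the overlap, the mean between antigens exceeded the mean within antigens by 0.00394 for CDR1, 0.0278 for CDR2, 0.466 for CDR3, 0.0888 for FR1-CDR1-FR2, 0.155 for FR2-CDR2-FR3, 0.645 for FR3-CDR3-FR4 and 0.958 for FR1-FR4. The FR1-FR4 value includes DNP3 and HuD2, which shared no sequence, so that their distance of 9 is set by the constant of 1e-09 added to the overlap. For CDR1 the mean distance was 0.0486 within the HuD animals, 0.0615 within the DNP animals and 0.0590 between the antigens. In a one-sided exact permutation test over the 126 splits of the animals into 5 and 5, p was 0.0476 for CDR1 and 0.00794, the smallest value possible, for the other 6 segments. A complete-linkage tree divided into 2 groups separated the 5 HuD from the 5 DNP animals for CDR3, FR3-CDR3-FR4 and FR1-FR4. The smaller group was DNP2, DNP5 and HuD3 for CDR1, DNP1, DNP3 and DNP4 for CDR2, and DNP1, DNP3, DNP4 and DNP5 for both CDRs with their frameworks. The CDR1 difference no longer passed the threshold when DNP5 or any single HuD animal was left out, with differences of 0.000815 to 0.00462. With the Jaccard index as distance, the division into 2 groups separated the antigens in no segment, and with the F2 metric it did so for FR3-CDR3-FR4 and FR1-FR4 but no longer for CDR3. With either measure the difference between the mean distances kept its direction and passed the threshold of the permutation test in all 7 segments.

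**Figure D1:**
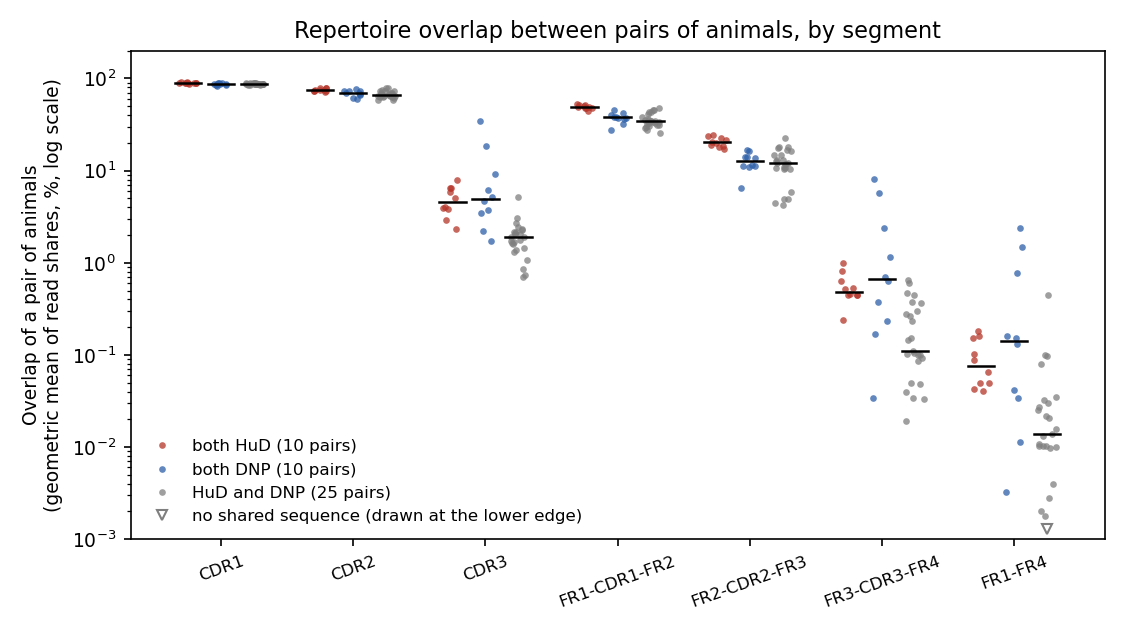
Overlap of each pair of animals on a log axis in percent, for 7 segments of the variable domain, with a point per pair, HuD pairs in red, DNP pairs in blue, mixed pairs in grey, and a black line at the median of each set of pairs. For CDR3, FR3-CDR3-FR4 and FR1-FR4 the medians of both antigens lie above that of the mixed pairs, with the highest CDR3 overlap of 34.4% between DNP3 and DNP4, and the open triangle marks DNP3 and HuD2, which had no FR1-FR4 sequence in common.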

**Figure 2:**
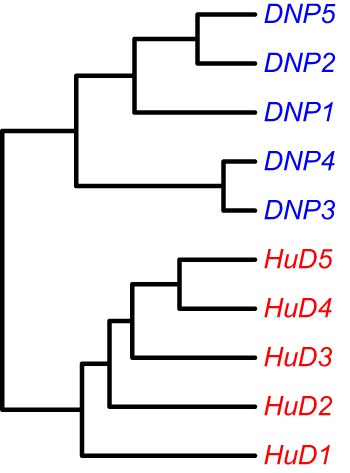
Unsupervised hierarchical clustering of samples based on NGS data on the repertoire of unique CDR3 sequences. Cluster analysis based on other regions is provided in the Supplementary Figures.

### Correlation between Proteomics and NGS Data

Proteomics data were acquired for both total IgG and affinity-enriched IgG from all immune sera. The NGS data were derived from splenocytes taken at the same point in time from these animals. However, the splenocytes do not represent the only site of IgG production, and it was, therefore, of interest to investigate the proportion of mass spectra that could be matched to reads in the NGS dataset, as well as the correlation between the number of reads and the intensity of mass spectrometer signals for a matching spectrum.

A database was constructed from all unique immunoglobulin sequences observed in all samples combined. This database was used to match MS/MS spectra with a PEAKS DB search. Affinity-enrichment yields previously suggested that the specific IgG makes up about 0.1% of the total amount of IgG. On the other hand, the spleen may be enriched for immune cells related to an active immune response, which would be the case after immunization and boosts. As shown in Table S1 in Supplementary Material, the fraction of MS/MS spectra that could be matched to the NGS results was larger in the case of the samples of total IgG than in the case of the affinity-enriched samples. This fits with the notion that the affinity-enriched IgG is a subset of the total repertoire, and that the splenocytes can be involved in immune responses against both the immunogen and numerous other antigens. Splenocyte IgG sequences that target such other antigens will remain unmatched to proteomics data on IgG affinity-enriched for the immunogen. The pre-immune sera show an intermediate number peptide spectrum matches, indicating an overlap between serum IgG and splenocytes in spite of being sampled 3 weeks apart.

While a single unified database was used for identifications, we separately compared searches performed with a database matching or mismatching the animal used for a proteomics sample. As a mismatching database, NGS data from an animal of the alternate immunization was used. It was found that a matched proteomics-NGS dataset typically yielded more peptide spectral matches than an unmatched set, and that a matched set yielded more unique hits that were not found in the unmatched set than vice versa (Table S2 in Supplementary Material). This supports the expectation that some of the unique rearrangements in the animals can be detected by both the proteomics data and the NGS data, but still about 75% of the identifications were seen in both the matching and non-matching search. Additional searches against a UniProt database revealed that the proteomics samples consisted primarily of immunoglobulin-related peptides, but abundant serum proteins such as albumin or complement factors could be observed as well. The total number of PSMs against the rat Uniprot database was about 25% of the number found against the NGS database.

For all NGS sequences that had a match in the proteomics dataset, the number of (UMI corrected) reads containing that peptide was annotated for all samples, as well as the signal intensity in the proteomics data as determined by label-free analysis (ProgenesisQI). A good correlation between RNA and proteome data would suggest that the splenocytes are a good representation of the expressed repertoire in the serum. It was found that the correlation between affinity-enriched IgG and the splenocyte RNA was almost absent (median of pairwise correlations 0.06, Figure S3 in Supplementary Material). As above, this fits with affinity-enriched IgG as a subset of the total repertoire. The correlation of the total serum IgG with the splenocyte RNA, while still modest (median of pairwise correlations 0.24), was significantly stronger than that of the affinity-enriched data. Correlations were not increased in a subset of the data with only higher confidence PSMs (−10log*P* > 40). The incomplete correlation suggests that many of the serum antibodies were not expressed by the B-cells from the spleen or cells clonally related to them, but rather other cell populations, possibly bone marrow-resident plasma cells. However, it cannot be excluded that the incomplete repertoire coverage depth of, in particular, the proteomics data affects the correlations that were found.

### Shared Sequence Motifs

From proteomics data alone, it was previously concluded that certain peptides from antigen-specific immunoglobulins are shared among different animals, yet unique for the immunogen. In the current work, the NGS dataset presents an opportunity to validate the proteomics findings with an independent technique and to perform a more extensive exploration of the immune repertoire than was possible with the proteomics approach alone.

A small subset of peptides that was previously identified by proteomics as selective for one of the immunogens was evaluated in the NGS dataset. The peptide sequence was initially uncertain as only *de novo* interpretation of MS/MS spectra was available. As described in the previous section, these MS/MS spectra can be searched against a database from the matching NGS dataset, and the number of reads for matching sequences was enumerated and compared to the proteomics label-free quantitation. It was found that, in several cases, multiple unique sequences could be a potential match to the MS/MS spectra in the proteomics dataset. However, such sequences were always quite similar (leucine/isoleucine variants, or residue position swaps), and one variant always dominated the number of reads (Table S3 in Supplementary Material). 

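Among the 5 sequences related to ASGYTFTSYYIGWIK in Table S3, which covers the end of FR1, CDR1 and the start of FR2, this sequence itself held 4508 productive reads. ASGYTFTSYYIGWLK held 66 reads, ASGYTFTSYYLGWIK 59, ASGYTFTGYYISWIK 8 and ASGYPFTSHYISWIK 3, and nearly all of these reads were annotated as IGHV1-43. The 2 variants with leucine were read in all 5 DNP animals and in no HuD animal. The HuD animals together had 940526 productive reads, so that 0 reads allow up to 3.19 RPM (3 counts over the group), while the DNP animals had 75.9 ± 74.8 RPM (SD, n = 5) of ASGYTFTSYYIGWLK and 70.9 ± 47.3 RPM (SD, n = 5) of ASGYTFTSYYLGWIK. These variants were thus at least 23.8-fold and 22.2-fold lower in the HuD animals than these means (two-sided exact permutation test, p = 0.00794 for each, adjusted p = 0.0265 over 10 peptides). DNP4 held 38 and 36 of these reads, and without it the bounds were 18.3-fold and 16.9-fold, and without DNP1 that of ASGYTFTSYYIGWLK was 16.8-fold. DNP5 had 1 read of each variant and DNP2 had 1 read of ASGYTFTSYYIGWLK. Each of these variants differs from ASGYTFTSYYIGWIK at a single residue. No HuD animal had more than 11 reads of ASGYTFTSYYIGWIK itself. At 66 and 59 variant reads beside 4508, few or no variant reads would be expected there. The tests of the variants are therefore not independent of that of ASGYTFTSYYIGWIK. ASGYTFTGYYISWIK was read in 2 DNP and 3 HuD animals. Of the second peptide of Table S3, the sequence SEDMATYYCVR, from the end of FR3 into the CDR3, held 13538 reads, and SEDAMYYCVR was found in none of the 1615896 productive reads. The Table S3 numbers of SEDAMYYCVR equalled the sequenced copies of SEDTAMYYCVR over all reads in 10 of 10 animals. This spelling was chosen after several others were tried. SEDMATYYCVR was read at 23878 ± 23404 RPM (SD, n = 5) in the DNP and 602 ± 1205 (SD, n = 5) in the HuD animals. The difference of −6.42 on the log2(RPM + 1) scale gave p = 0.0476 in the exact permutation test and an adjusted p of 0.119. DNP2 had 32.3 RPM, within the HuD range of 4.45 to 2753, and leaving out any animal other than DNP2 and HuD5 gave an exact permutation p of 0.0635 to 0.0873. In DNP1 the reads of this peptide rested on 10.2 sequenced copies each, against 1.78 in its library.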

The latter is most likely to correspond to the peptide that was observed in the proteomics data. Again, we found that the quantitative correlation was low, but that both datasets agree qualitatively and corroborate the observation that these peptides associate with one of the immunogens. This has been illustrated for two of these peptides in Figure 3. 

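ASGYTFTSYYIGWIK, a peptide of IGHV1-43 reads, was far more frequent in the DNP animals, where 648 reads carried it in DNP1, 40 in DNP2, 392 in DNP3, 2540 in DNP4 and 871 in DNP5. The HuD animals had 0, 11, 0, 1 and 5 such reads. Scaled to the productive reads, this was 6143 ± 3896 RPM (SD, n = 5) against 15.7 ± 21.1 RPM (SD, n = 5), a difference of −9.33 for HuD on the log2(RPM + 1) scale, and every DNP animal lay above every HuD animal. The two-sided exact permutation test gave p = 0.00794, or 0.0265 after adjustment over 10 peptides. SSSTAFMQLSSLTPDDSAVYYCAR, which reaches from FR3 into the CDR3 and was found almost only in IGHV1-43 reads, had 19752 ± 16725 RPM (SD, n = 5) in the DNP and 2168 ± 1073 (SD, n = 5) in the HuD animals. Its difference of −2.47 did not pass the threshold in the exact permutation test (p = 0.0635, adjusted p = 0.127). DNP2, with 1220 RPM, lay within the HuD range of 819 to 3732, and without DNP2 the difference was −3.26 (exact permutation test, p = 0.00794).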

Some other peptides that were quite abundant and shared in proteomics data could only be matched to low numbers of reads, or did not find a match at all, showing that the overlap between the datasets is not complete.

**Figure 3:**
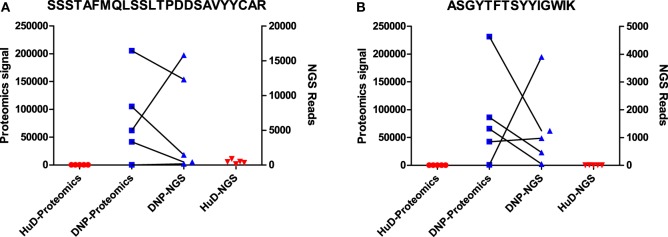
Data for two peptides [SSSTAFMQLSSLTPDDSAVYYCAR **(A)**; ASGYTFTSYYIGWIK **(B)**] that were found to be associated with DNP immune sera in proteomics data. Shown are signal intensities in proteomics, and the number of reads in NGS data containing the same peptide. Matching DNP samples have been plotted with a connecting line.

The size and read length of the NGS repertoire dataset permits a more detailed analysis of shared sequence segments. Similar to the cluster analysis, it was chosen to compare sharing for CDRs 1, 2, and 3, for CDRs expanded with the flanking framework regions, and for the complete variable domain. The datasets were processed in R with the shared.repertoire function of the tcR library (20). The output lists the number of reads that were observed in each sample for a given shared sequence segment. In these data files, it was assessed how many sequences were shared within but unique to one of the immunogen groups. This was done for both immunogen groups and also for randomized controls where sequences were to be shared between a mixed set of five animals from the dataset. For the latter, the average and SD of 10 randomized sets is shown. For all immunoglobulin segments that were tested, shared sequences were found in the datasets. 

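Sequences found in all 5 animals of one antigen and in none of the other were rare but present for both antigens. Of such CDR3 sequences, 14 were counted in the HuD and 2 in the DNP animals, against 0.500 ± 0.954 (mean and SD) in the 250 mixed sets of 5 animals. The HuD number was above that of every other set (one-sided exact permutation test over 252 sets, p = 0.00397), and the DNP number was not outside them (p = 0.103 in the same permutation test). ARHNSGYGVMDA was read 532 times, with 18 to 205 reads in each HuD animal, and ASRDY 919 times, with 3 to 431 reads. TRENYYSADY had 50 reads, TTGRDY 142 and TRDLYDFDY 45 over the HuD animals. The DNP sequences were ARPDH with 310 and TTDAAY with 768 reads. Both of these, TRDLYDFDY and other HuD sequences rested on 1 read in at least 1 of the animals. Each of these sequences was joined to many IGHV genes, such as 19 genes for ARHNSGYGVMDA, of which IGHV5-7 held 47.6% of the reads, and 25 genes for ASRDY, of which IGHV5-29 held 61.3%. IGHV5-29 held 12.3% of the HuD and 1.5% of the DNP reads on average, with 6.14% in DNP2.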

The number of shared sequences was plotted against the number of animals among whom they were shared (Figure 4; Figure S4 in Supplementary Material). It was observed in all comparisons that the number of shared sequences was largest within animals immunized with the HuD antigen and less with the DNP antigen. 

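More sequences shared by at least 2 animals and restricted to 1 antigen were counted in the HuD than in the DNP animals for 6 of the 7 segments. The numbers were 658 and 555 for CDR1, 1768 and 1508 for CDR2, 1638 and 1095 for CDR3, 6970 and 3487 for FR1-CDR1-FR2, 6678 and 2944 for FR2-CDR2-FR3 and 880 and 623 for FR3-CDR3-FR4. For the whole variable domain the HuD number, 216, was below the DNP number, 264, but it was above it with at least 2 reads per sequence (45 and 41) and at least 5 reads (15 and 10). The HuD over DNP ratio ran from 0.819 for FR1-FR4 to 2.27 for FR2-CDR2-FR3 and was 1.5 for CDR3. No ratio differed from 1 by more than other divisions of the animals gave (two-sided exact permutation test over 252 sets, lowest p = 0.317 and p = 0.381 for CDR3). With every animal thinned to the 60647 productive reads of the smallest library (mean of 10 draws), the HuD over DNP ratio was 0.804 ± 0.0234 (SD over draws) for CDR3, 0.756 for CDR1, 0.803 for CDR2, 0.736 for FR3-CDR3-FR4 and 0.357 for FR1-FR4. It stayed above 1 for FR1-CDR1-FR2, at 1.32, and for FR2-CDR2-FR3, at 1.45. With 1 animal left out the antigens differ in their number of animals, so the ratio was divided by its geometric mean over all sets of the same sizes. Without DNP3, for example, 708 HuD and 432 DNP sequences of CDR1 gave a ratio of 1.64, against 1.83 for sets of these sizes. On this relative scale the direction turned for CDR1, to 0.897 without DNP3 and 0.947 without DNP5, for CDR2, to 0.971, 0.937 and 0.932 without DNP2, DNP3 and DNP5, and for FR1-FR4, to 1.01, 1.07 and 1.13 without HuD1, HuD3 and HuD5. Without DNP4 it was 1.82 for CDR2, 3.38 for FR1-CDR1-FR2 and 3.76 for FR2-CDR2-FR3, and these did not pass either (two-sided exact permutation test, lowest p = 0.127).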

In the scrambled control sets, sharing was less than within either HuD- or DNP-treated animals, which were typically outside the 95% confidence limit of these controls. 

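In the HuD animals the number of antigen-restricted sequences shared by at least 2 animals stood above the mixed sets for 5 of the 7 segments, and in the DNP animals for 2. All 250 mixed sets of 5 animals were used. For CDR3 these sets held 932 ± 232 such sequences (mean and SD), and the HuD number was 1.76 times and the DNP number 1.17 times this mean. For FR3-CDR3-FR4 the corresponding values were 2.19 and 1.55, and for FR1-FR4 1.79 and 2.19. In a one-sided exact permutation test over the 252 sets, p was 0.00397 for CDR3, 0.0159 for FR1-CDR1-FR2, 0.0159 for FR2-CDR2-FR3, 0.00397 for FR3-CDR3-FR4 and 0.0317 for FR1-FR4 in the HuD animals. The same permutation test gave p = 0.0476 for FR3-CDR3-FR4 and p = 0.00397 for FR1-FR4 in the DNP animals. CDR1 and CDR2 did not pass the threshold for HuD, at 1.32 times (exact permutation p = 0.127) and 1.42 times (p = 0.0556) the mean of the mixed sets. The DNP numbers of the other 5 segments lay between 0.963 times the mean for FR2-CDR2-FR3 and 1.21 times for CDR2. With all animals thinned to equal reads, the DNP numbers for CDR1, CDR2 and CDR3 were 1.41, 1.47 and 1.75 times the mean of the mixed sets and passed the threshold (exact permutation p = 0.00397, 0.00794 and 0.00397), and the HuD number for FR1-FR4, at 1.07 times, no longer did. Leaving out 1 animal ended the call for HuD in FR1-FR4 (1.57, 1.89, 1.56 and 1.5 times without DNP1, HuD1, HuD2 and HuD4), for DNP in FR3-CDR3-FR4 (1.35, 1.17, 1.55, 1.42 and 1.46 times without DNP3, DNP4, DNP5, HuD1 and HuD3) and for DNP in FR1-FR4 (2.10 times without DNP5). The DNP call also ended in FR3-CDR3-FR4 with at least 2 and at least 5 reads per sequence (1.62 and 1.44 times) and in FR1-FR4 with at least 5 reads (1.78 times), and that for HuD in FR1-FR4 with IGHV genes seen in all animals (1.75 times). The HuD number passed the threshold for CDR1 without DNP4 (1.54 times) and for CDR2 without DNP2, DNP4, HuD1 or HuD4 (1.43, 1.67, 1.56 and 1.56 times) and with at least 2 or 5 reads (1.5 and 1.58 times), and without DNP4 the DNP number was below the mean for CDR1, CDR2 and CDR3, at 0.855, 0.905 and 0.870 times. From the sharing in mixed sets the paper proposes that some of it arises by chance or from exposures that littermates have in common, and from the higher sharing under the same immunogen it concludes that selection contributes as well.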

The presence of shared sequence segments within a mixed control group could indicate some sharing events occur by chance alone, although all immunized animals were also littermates that did share exposure to other environmental factors. Therefore, all subjects can share immune responses against antigens other than the intended immunogen as well. Figure 4 and Figure S4 in Supplementary Material showed the extent of sharing for peptides that are found in animals treated with one antigen but that are not found for the alternate antigen. The analysis was repeated for shared peptides but without further constraint on presence or absence in animals with the alternate antigen, and the results for the CDR3 were also included in a panel of Figure S4 in Supplementary Material. Without the constraint more shared peptides were found, but differences between antigens and random controls were reduced. 

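Without the requirement that a sequence is absent under the other antigen, 2384 CDR3 sequences were shared by at least 2 HuD animals and 1654 by at least 2 DNP animals. The 250 mixed sets held 1732 ± 287 (mean and SD). The HuD number was 1.38 times this mean (one-sided exact permutation test over 252 sets, p = 0.00794) and the DNP number 0.955 times (exact permutation test, p = 0.595). CDR3 sequences found in all 5 animals of a set numbered 54 in the HuD and 14 in the DNP animals, against 18.3 ± 9.71 in the mixed sets. Thinned to equal reads, the HuD number was 1.18 times the mean of the mixed sets and did not pass the threshold (exact permutation p = 0.0675), and the DNP number was 1.33 times the mean and did (exact permutation p = 0.00397). Without HuD2 the DNP number was 1.05 times the mean of the mixed sets.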

Similar results were found for the other regions of the immunoglobulin molecule. 

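Antigen-restricted CDR2 sequences found in exactly 2, 3, 4 and 5 HuD animals numbered 1312, 340, 96 and 20, and 1225, 224, 54 and 5 in the DNP animals. For CDR3 the numbers were 1388, 195, 41 and 14 in the HuD and 985, 97, 11 and 2 in the DNP animals. A straight line through log10 of the number against the number of animals left R squared between 0.903 and 0.999 over the 7 segments for HuD and between 0.874 and 0.995 for DNP. The mean slope was −0.658 per animal in the HuD animals, a 4.55-fold drop with each further animal, and −0.825 in the DNP animals, a 6.69-fold drop. The mixed sets had a mean slope of −0.991, with an SD of 0.0900 over the sets. Each line rests on at most 4 points, and no test was made of the slopes.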

Although the absolute number of shared sequences varied depending on the region of the immunoglobulin molecule, in all cases the number of shared sequences decreased in a log-linear fashion as a function of the number of samples in which they were shared. If this trend also holds for a larger number of subjects than studied here, this implies that the sharing of any single sequence segment among all members of a large population that responded to an immunogen will be quite rare. This may affect the design of diagnostic applications that rely on shared motifs in the immune repertoire.

**Figure 4:**
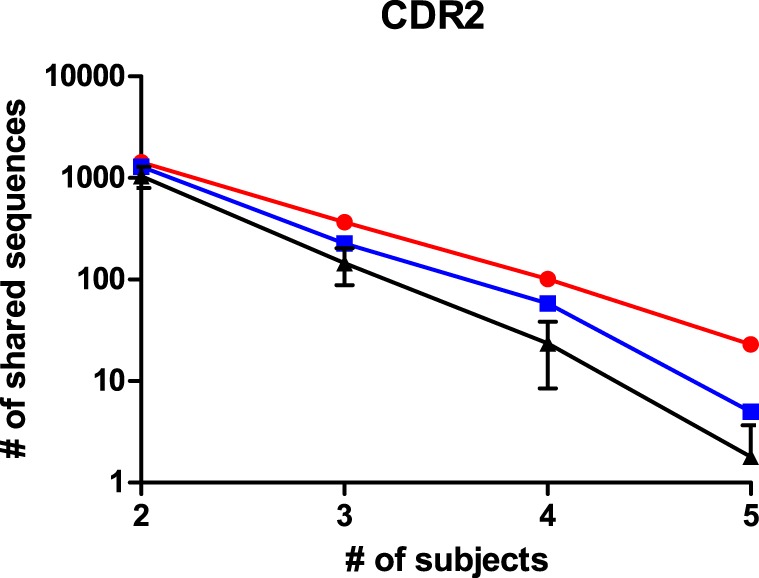
The number of shared peptides that were observed for CDR2 sequences in the NGS dataset. Peptides that were shared among animals, but still unique to one of the antigens were enumerated and shown as a function of the number of subjects among whom they were shared, for HuD immunized animals (Red), DNP-immunized animals (Blue) and randomized groups of mixed composition (black, average ± SD, *n* = 10). A similar analysis for other regions in the immunoglobulin molecule is presented in Figure S4 in Supplementary Material.

For the CDRs 1 and 2, the number of shared sequences is increased when the flanking framework regions are included in the analysis. It may seem counterintuitive that longer sequences are shared more, but this could be explained by CDR sequences that are split up into unique entities because of distinct motifs in their framework regions and that are, thus, counted multiple times versus only once when considering the CDR alone. This observation does not hold for the CDR3, which shows similar levels of sharing with and without the surrounding frameworks. 

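The rise was seen for both antigens and in the mixed sets. For CDR1 the number of antigen-restricted sequences shared by at least 2 HuD animals went from 658 to 6970 once FR1 and FR2 were included, and the mean of the mixed sets from 497 to 3437. For CDR2 with FR2 and FR3 it went from 1768 to 6678 in the HuD animals and from 1508 to 2944 in the DNP animals, while the mixed sets went from 1245 to 3058. The number of different sequences rose as well, for example in HuD1 from 2706 CDR1 sequences to 21997 FR1-CDR1-FR2 sequences and from 6228 CDR2 sequences to 38542 FR2-CDR2-FR3 sequences. Counts for the same animals under several segments are not independent, and the rise itself was not tested.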

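Inclusion of FR3 and FR4 lowered the number of shared sequences for the CDR3, from 1638 to 880 in the HuD and from 1095 to 623 in the DNP animals, and in the mixed sets from 932 ± 232 to 402 ± 106 (mean and SD of 250 sets). In HuD1 the number of different sequences rose from 17360 to 45984 with the frameworks, as it did for the other CDRs.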

Possibly this relates to the higher diversity in de CDR3 and the lower number of reads per unique CDR3.

We analyzed the size distribution of the CDR3 sequences that were shared among animals and compared them to the size distribution for the CDR3 in the entire dataset. 

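CDR3 sequences found in at least 2 of the 10 animals were shorter than the repertoire they came from. Their mean length per animal was 9.12 ± 0.426 amino acids (SD, n = 10 animals), against 12.1 ± 0.317 for all unique CDR3 sequences of the same animals. The difference of −2.95 ± 0.442 amino acids had the same direction in 10 of 10 animals (two-sided exact sign-flip permutation test, p = 0.00195, the smallest value 10 animals allow). The most frequent length was 9 amino acids among shared and 12 among all CDR3 sequences. Of 215200 unique CDR3 sequences, 5243 were found in at least 2 animals. The animal and not the sequence was the unit of this test. A shared sequence enters the mean of each animal that holds it, so the 10 differences are not independent.

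**Figure D2:**
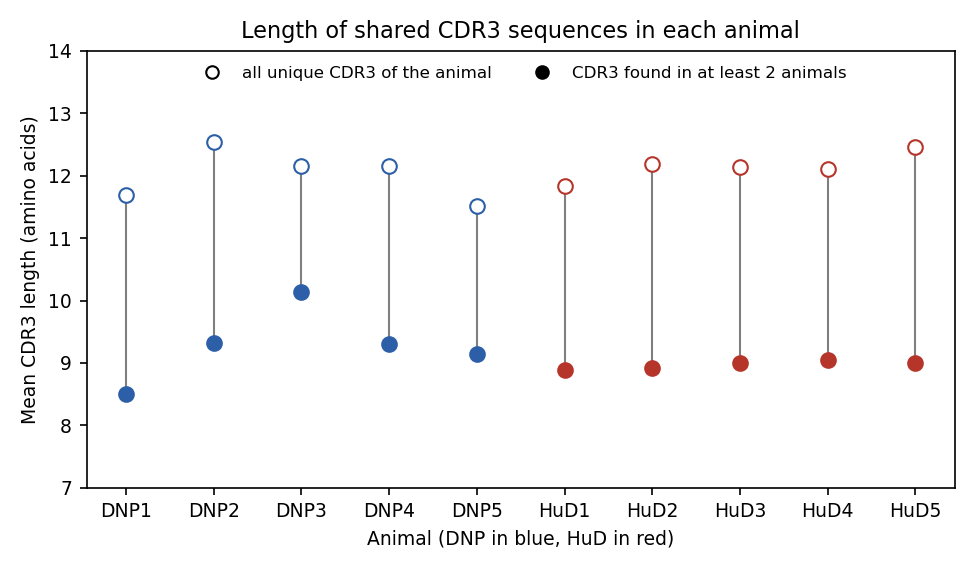
Mean CDR3 length in amino acids for each animal, with open circles for all its unique CDR3 sequences and filled circles for those found in at least 2 animals, DNP animals in blue and HuD animals in red. The vertical axis starts at 7, and in all 10 animals the shared sequences lie lower, from 8.50 in DNP1 to 10.1 in DNP3.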

We found that the shared CDR3 sequences were significantly shorter, which is consistent with other reports in the literature (13) (Figure S5 in Supplementary Material). While very long CDR3s have been associated with long-lasting and well-developed immune responses, it has also been shown that shared and shorter CDR3 sequences still encode for antigen-specific sequences (13, 25). While the sharing of shorter CDR3 sequences seems to be favored; it is, therefore, still expected that the shared sequences represent normal antigen-specific antibodies.

### Phylogenetic Analysis

In order to interpret the relations between the immunoglobulin sequences in the sample, a phylogenetic analysis was performed. First, the 200 most abundant reads were taken from each biological sample, combined and aligned as IMGT-gapped amino acid sequences 1–108 and processed with FastTree. The resulting data were visualized as a circular phylogram with the Archaeopteryx viewer and color coded for the treatment group (Figure 5). Several branches can be identified in the phylogram that contained reads from only one treatment group, but that still represented all animals from that group. This suggests that the immunization led to homologous sets of sequences, also among the more highly expressed sequences.

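In a tree of 2000 sequences, the 200 most abundant of each animal, 1 branch held a single antigen and all 5 animals of it. It was a DNP branch of 74 sequences, all annotated as IGHV3-1, a gene whose higher usage in the DNP animals no longer passed its test with each CDR3 counted once, with 16 sequences of DNP1, 5 of DNP2, 34 of DNP3, 13 of DNP4 and 6 of DNP5. No branch held HuD sequences only and all 5 HuD animals. Over the 252 ways to relabel 5 animals as HuD, the mean was 6.17 such sequences and the highest number 202, so that the observed number passed the threshold (one-sided exact permutation test, p = 0.0238). The tree was built with FastTree on the gapped amino acids 1 to 108 and rooted at its midpoint. The number was 0 without DNP1 (exact permutation test, p = 1), 652 without DNP2 and 45 without DNP4. It was 118 without HuD1 and 167 without HuD5, and in these fits, as with DNP2 or DNP4 left out, it stayed past the threshold.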

**Figure 5:**
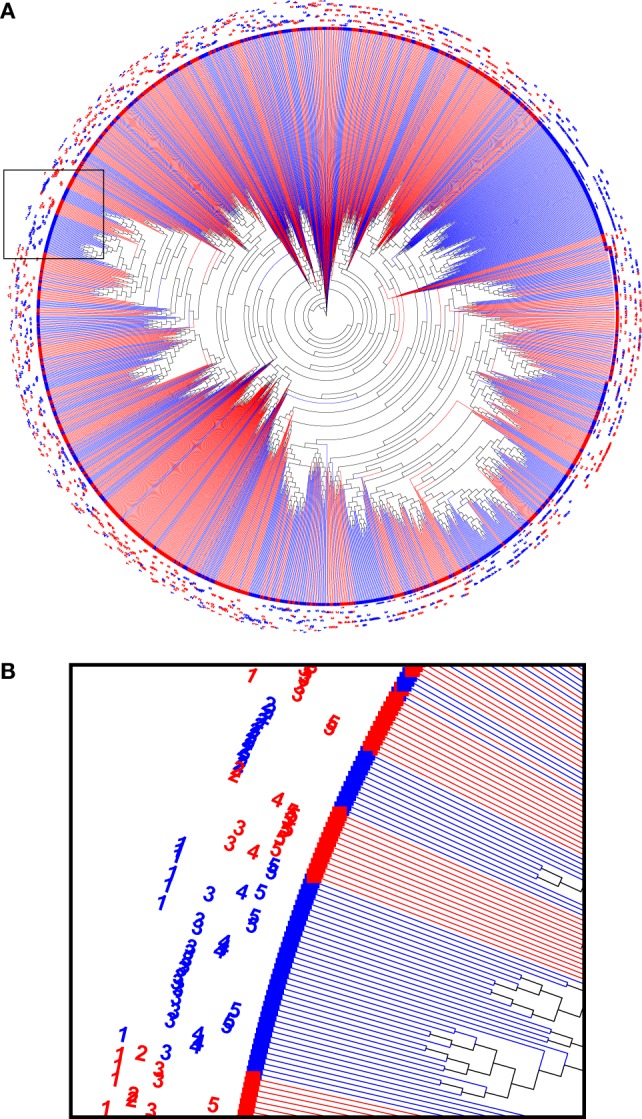
A phylogenetic tree computed from a combined set of the 200 most abundant reads from each sample **(A)**. Nodes from HuD were plotted in red and nodes from DNP-treated animals were plotted in blue, and sample identifiers (1–5) were included in the label. Branches that were homogeneous for the antigen that was used (single color) often contained reads derived from all of the individual animals of that group. The indicated region that was enlarged **(B)** highlights examples of both mixed sample branches and a single sample (DNP-2) branch.

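The largest branch with sequences of a single animal held 33 of the 200 sequences of DNP2. It was followed by 29 sequences for HuD5, 18 each for DNP3 and HuD3, 15 for HuD4, 13 for DNP1, 10 for DNP5, 8 for DNP4 and 7 each for HuD1 and HuD2.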

While such sequences probably relate to the antigens of interest, we further explored phylogenetic relations based on a peptide (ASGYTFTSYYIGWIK) that emerged from the proteomics data of affinity-enriched anti-DNP antibodies. While this peptide was also found among the high abundant subset analyzed above, we computed phylogenetic trees based on all productive reads from the MIGEC/High-V-Quest processing but for each animal separately. Subsequently, all reads containing the peptide were highlighted in an unrooted tree diagram (Figure 6; Figure S6 in Supplementary Material). These reads, probably related to anti-DNP immunoglobulins, clustered in distinct branches in the total repertoire. 

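The sequences with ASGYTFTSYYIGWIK were all of the gene IGHV1-43, so that a tree by sequence places them in the part that holds this gene. IGHV1-43 had 656 sequences in DNP1, 51 in DNP2, 253 in DNP3, 1038 in DNP4 and 115 in DNP5, of which 7.93%, 7.84%, 19.0%, 17.4% and 24.3% carried the peptide. The smallest branch with 90% of them held 545 of 7942 sequences in DNP1, 5 of 6123 in DNP2, 253 of 4349 in DNP3, 670 of 11373 in DNP4 and 67 of 4808 in DNP5. Within that branch 8.62% of the sequences of DNP1 carried the peptide, 80% of DNP2, 19.0% of DNP3, 25.1% of DNP4 and 38.8% of DNP5, a mean of 34.3% ± 27.8 (SD, n = 5 animals). These shares were not tested against those among all IGHV1-43 sequences. The high value of DNP2 comes from 4 sequences with the peptide. Sequences with at least 2 reads entered the trees, and the branches were not compared with HuD animals.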

Subsequently, sequences from all nodes of such branches were listed, and for each sample a weblogo plot was constructed of the sequence repertoire, as well as one for the most homologous germline sequence (26). In these diagrams, it can be observed that, within the consensus sequence, up to four residue mutations are favored at selected positions, while otherwise the repertoire does not deviate much from the germline sequence (Figure 7).

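At 5 positions of IGHV1-43 reads the most frequent residue in at least 1 DNP animal was one that was the most frequent in no HuD animal. These positions were chosen because the DNP animals differed there, so that a test at each of them favours a difference. At IMGT position 40, next to CDR1, glycine in place of serine was found in 55.5% ± 24.3 (SD, n = 5) of the IGHV1-43 reads of the DNP animals and in 1.27% ± 1.16 (SD, n = 5) of those of the HuD animals. It was the most frequent residue in 4 DNP animals, with 69.8% in DNP1, 78.5% in DNP3, 55.7% in DNP4 and 58.4% in DNP5, and had 15.3% in DNP2 (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0397 over 5 positions). At position 58 methionine in place of threonine had 24.7% ± 22.2 in the DNP and 0.71% ± 0.723 in the HuD animals (exact permutation test, p = 0.0397, adjusted p = 0.0893). Alanine at position 54, aspartic acid at position 64 and arginine at position 82 were the most frequent residues in DNP5 only, with 57.1%, 60.1% and 60.2% of its IGHV1-43 reads, and arginine at position 82 was also found in 2.35% to 11.5% of the HuD reads. IGHV1-43 reads numbered 483 to 15550 per DNP animal and 370 to 2719 per HuD animal. When the positions and residues were chosen again in each of the 252 relabellings of the animals, a test added after seeing the data, no other relabelling gave a largest difference as large as that of position 40 (one-sided exact permutation test, p = 0.00397), and the other 4 positions gave p = 0.206 to 0.520 in the same permutation test. No germline sequence was used here, so the reference at each position is the most frequent residue of the HuD reads. A difference in alleles of IGHV1-43 between the animals was therefore not told apart from mutation. DNP1, DNP3, DNP4 and DNP5, where glycine at position 40 was the most frequent residue, also had no productive read of 5 other IGHV genes. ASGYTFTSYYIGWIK holds this glycine, so its difference between the antigens and that of position 40 are not independent. Without any 1 of the HuD animals the p of position 40 adjusted over the 5 positions was 0.0794, with HuD minus DNP differences of −54.7 to −54.0 percentage points, and the exact permutation p with positions chosen again was 0.0159. Without DNP2, DNP3 or DNP4 the number of positions past the threshold adjusted over 5 was 2, 4 and 4, and with positions chosen again it was 1 in each case. Without DNP1 it was 2 with positions chosen again, where position 58 gave an exact permutation p of 0.0476.

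**Figure D3:**
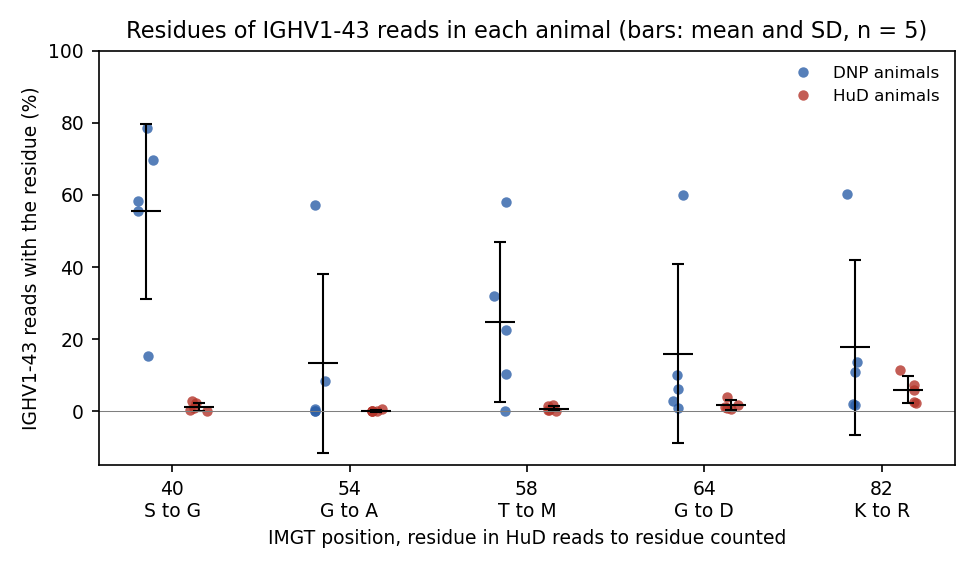
Share of IGHV1-43 reads in percent with the named residue at 5 IMGT positions, with a point per animal, DNP animals in blue and HuD animals in red, and black bars for the mean and SD of 5 animals. At position 40 the DNP animals lie between 15.3% and 78.5% and the HuD animals between 0.163% and 2.80%.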

**Figure 6:**
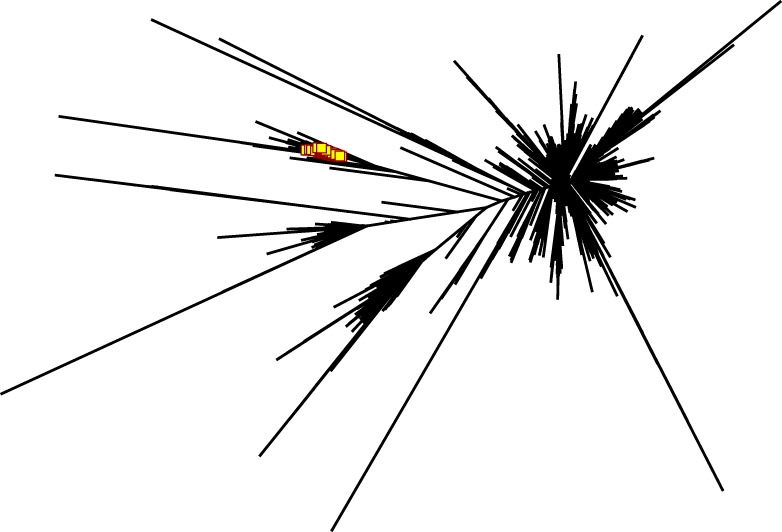
Phylogram generated from productive reads of one of the DNP-immunized animals. The peptide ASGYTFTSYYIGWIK was abundantly found in affinity-enriched immunoglobulins in the proteomics data. NGS reads that contain peptide motif were highlighted in red in the phylogram, and show a set of DNP-specific reads in relation to the overall repertoire. Figures for the other animals in this group are in Figure S7 in Supplementary Material.

**Figure 7:**
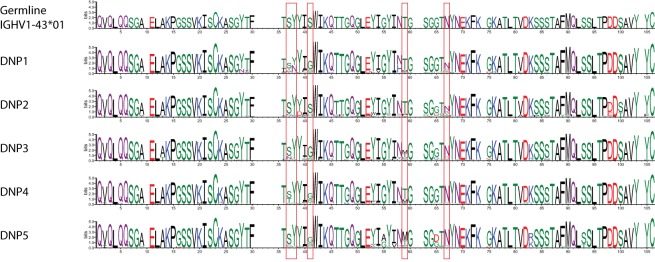
Weblogo plots of the sequences contained in the phylogram branch encompassing all nodes highlighted in red in Figure S7 in Supplementary Material. A consensus sequence was extracted from the plots, and the most homologous germline sequence was determined with the DomainGapAlign function provided by IMGT. The sequence of this was included as a similar weblogo in the Figure as a reference.

### Proteogenomic Analysis of Repertoires

The availability of NGS data enables an extended analysis of the proteomics data, and also an analysis of some discrepancies that were observed in the past. One limitation of bottom-up proteomics is the limited sequence length covered by a tryptic peptide. The large set of homologous peptides in an immunoglobulin digest makes is impossible to reconstruct the full protein sequence associated with a given peptide of interest. By matching the peptide MS/MS spectrum to the NGS dataset, full variable region sequences can be identified that contain the peptide of interest. Moreover, these full length sequences may contain other tryptic peptides that are also represented in the proteomics dataset. Thus, observations from one peptide may now be supported by observations on additional peptides from the same chain, which could otherwise not be recognized as related. We found several examples of such peptides, and indeed such peptides showed similarities in their abundance in the samples (Figure S7 in Supplementary Material). 

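Reads that carried both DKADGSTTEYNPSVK and AEDTAIYYCAR, the peptides of Figure S7, were found in HuD1 only. They were 4 reads of 2 different sequences, all annotated as IGHV7-7. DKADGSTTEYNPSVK was rare, with 7 productive reads in HuD1 and HuD5, and 57.1% of these also held AEDTAIYYCAR. AEDTAIYYCAR was found in 119 reads from all 10 animals, of which 3.36% also held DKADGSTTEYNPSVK, and 47.9% of its reads were annotated as IGHV4-2. AEDTAIYYCAR was read at 77.5 ± 90.4 RPM (SD, n = 5) in the DNP and 71.5 ± 27.4 RPM (SD, n = 5) in the HuD animals, which did not differ beyond the spread between animals (two-sided exact permutation test, p = 0.548). Reads with both peptides gave p = 1 in the same exact permutation test, and 4 reads are too few to compare animals.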

Still, differences were observed as well, which may relate to the fact that, while peptides occur within the same chain for a subset of the reads, also other reads are present within the repertoire that contain either one peptide or the other but not both.

During the analysis of the proteomics dataset, it was observed that CDR3 sequences were underrepresented in the results. It was unclear whether this related to limitations in sample preparation, detection in the instrument, or proper identification and recognition of these polymorphic regions as CDR3. One cause for poor detection can be long peptide lengths. For proteomics, the optimal peptide lengths range between 7 and 15 amino acids. We performed an *in silico* digestion of the NGS dataset using the Bio:Protease Perl package, and enumerated the length of tryptic peptides encompassing the CDR3, defined as a peptide with tryptic sites that surround IMGT-numbered residue 107 (Figure 8). The analysis revealed that the distribution peaked around 50-aa length, which is a length that adversely affects peptide detection. A secondary peak was observed for peptides of 2–5 aa, which is rather too short for detection and specificity. 

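Peptides of 2 to 5 amino acids over IMGT residue 107, closed by tryptic sites within the variable domain, made up 14.0% ± 2.50 (SD, n = 10 animals) of the productive reads. Those in the range of 7 to 15 amino acids, which the paper gives as optimal for proteomics, made up 8.40% ± 1.99. In 65.1% ± 3.40 of the reads no tryptic site followed residue 107 before the end of FR4, so that the peptide runs on into the constant domain. For these reads a median of 23 amino acids, and most often 21, lay between the preceding tryptic site and the end of FR4. The closed peptides had a median length of 5 amino acids and a most frequent length of 2. The part of the open peptides that lies in the CH1 domain was not analysed here, so their full length is not given.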

For comparison, the same algorithm was used to process a database with the human subset of the Uniprot protein database. That distribution, although long-tailed, peaks within the optimal range of 7–15 amino acids and is clearly different from CDR3 peptides. The data show that the amino acid composition of the CDR3 region is poorly suited for conventional trypsin-based proteomics and would benefit from either alternative proteases or from instrumental capabilities for larger molecules, such as high mass resolution and ETD fragmentation rather than only CID.

**Figure 8:**
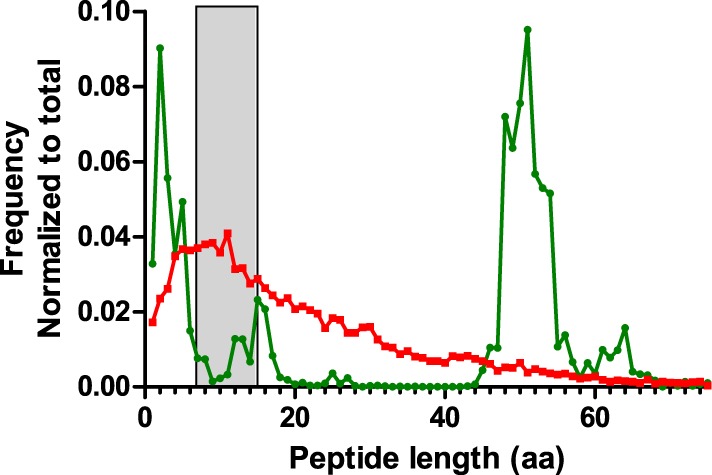
Length distribution of tryptic peptides encompassing the CDR3 region obtained by *in silico* digestion of reads combined from all samples (green). The NGS data were appended with rat IgG2B sequence in order to include the first tryptic site located in the CH1 domain. For comparison, a similar digestion was performed on the human subset of the Uniprot protein database (red). The peptide size range that is optimal for shotgun proteomics analysis (7–15aa) has been highlighted in gray.

## Discussion

The data presented combine NGS and proteomics analysis to show that immune responses result in antibody sequence fragments that are shared among subjects exposed to the same immunogen. The new NGS data provide a much deeper view on the immune repertoire, as well as an improved sequence accuracy. The proteomics data, however, still allows us to focus on an antigen-specific subset of immunoglobulin sequences.

### Similarity

A cluster analysis of the NGS data confirmed that, indeed, the immune repertoire of animals exposed to the same antigen contains similarities that allow them to be grouped accordingly. While this agrees with a similar analysis on proteomics data, this finding is nevertheless remarkable. First, the NGS data are based on the entire splenocyte repertoire and not on an antigen-specific subset of it. The majority of the repertoire is expected to relate to antigens other than the immunogen, but as the animals were treated the same except for the immunogen the antigen-specific response is the most likely component that drives the clustering. Second, it was found that sample clustering could be based on all complementarity-determining regions in the immunoglobulin molecule, including the CDR3. The latter was poorly represented in the proteomics dataset, and is considered the most diverse region of the molecule, driven by the random recombination of V, D, and J segments. Still, clustering of samples based on CDR3 sequences followed similar patterns as for the other CDRs, showing that homology and convergence occur in all of them.

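The placement of DNP2 differed between the segments, and for CDR1 also that of DNP1 and DNP3. In FR1-CDR1-FR2 the overlap of DNP2 was 33.7% with the other DNP animals and 45% with the HuD animals, and in FR2-CDR2-FR3 it was 10.7% and 18.5%. For CDR1 these values were 85.3% and 87.8%, and for CDR2 68.9% and 75.4%. DNP1 and DNP3 also overlapped less with their own antigen for CDR1, at 87.3% against 87.8% and 86.8% against 86.9%. For CDR3 the overlap of DNP2 was higher with its own antigen, at 4.01% against 2.64%, as it was for FR1-FR4, at 0.0437% against 0.0263%. In FR3-CDR3-FR4 the values were nearly equal, at 0.296% and 0.294%. In FR1-CDR1-FR2 each of the other 9 animals overlapped more with its own antigen, for example DNP3 with 36.2% against 28.6% and HuD4 with 50.2% against 33.9%. The values are geometric means over the pairs of one animal.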

### Shared Motifs

The repertoires of the samples were not only similar, many sequences could be identified that were exact matches between several animals in the dataset. 

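Exact matches were also found among the most abundant whole variable domains. Of the 100 most abundant FR1-FR4 sequences of an animal, 1.5% were found in another animal of the same antigen on average and 0.280% in an animal of the other antigen, a difference of 1.22 percentage points (one-sided exact permutation test over 126 splits, p = 0.00794). The mean was 2.7% for pairs of DNP animals and 0.3% for pairs of HuD animals, the latter close to the value between antigens. The matches were most numerous between DNP2 and DNP5, where 15% of the top sequences of DNP5 were found in DNP2, and between DNP3 and DNP4, where 13% of those of DNP4 were found in DNP3. No pair of HuD animals exceeded 1%, and pairs of different antigens reached 2%. The threshold was no longer passed without DNP1 (1.33 points, exact permutation p = 0.0635), DNP3 (0.756 points, p = 0.135) or DNP5 (0.688 points, p = 0.127).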

The sharing of sequences in adaptive immune responses has been controversial in literature. While sharing has frequently been observed, interpretation whether this is a stochastic event driven by random chance, an experimental artifact or a selective process that demonstrates convergence in the immune repertoire remains under debate (11–13, 27–29). We looked into the NGS data for evidence of index hopping, an artifact that might explain shared sequences. However, we did not find reads with the same sequence and UMI barcode in different samples, indicating that the dual-index library preparation successfully prevented this problem. 

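The tags in the files hold 22 bases, of which 10 come from the CDR3 and 6 are random. Over the 45 pairs of animals, 37 tags recurred on the same variable domain sequence in both animals, on 74 reads or 0.00458% of the productive reads. By chance 26.4 recurrences were calculated, since the tags used correspond to 1831 equally frequent random parts. Between DNP animals 35 tags recurred, with 19.7 by chance, between HuD animals 0, with 4.17 by chance, and between antigens 2, with 2.51 by chance. DNP3 and DNP5 had 16 of the recurring tags, with 9.19 by chance, and DNP1 and DNP4 had 6, with 1.40 by chance. An alternative chosen after seeing the data left out 39 of the 74 reads, those with fewer copies of the tag than the other read or with equal copies. It changed the number of antigen-restricted CDR3 sequences from 1095 to 1094 in DNP animals and left it at 1638 in HuD animals.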

From the current dataset, we conclude that both chance and selection contribute to the sharing of sequences. Observations that support stochastic contributions are the decrease in the numbers of shared sequences as a function of the number of animals in which it is observed, the presence of shared sequences among animals treated with different immunogens, and shorter size distribution of CDR3 sequences in shared subsets compared to the total distribution of CDR3 sizes. On the other hand, the data show that sequence sharing is consistently higher among samples that share the same immunogen, and that samples can be properly grouped based on sequence similarities in their immune repertoires. Such observations support the view that repertoire convergence does indeed occur for the antigens that were investigated in this work.

Studies in the literature typically report convergence and sharing of the CDR3 region of the heavy chain, as this is known as the most diverse and most decisive for antigen specificity (13, 30). Here, we extend the analysis to the entire length of the variable domain and find that shared motifs can also be identified in and around the other two CDRs in the molecule. While the CDR3 may be the primary determinant of immunoglobulin specificity, finding that CDRs 1 and 2 similarly converge in response to an antigen indicates that they are still subject to somatic mutations and selection pressures and, thus, have a considerable contribution to binding (31).

### Antigen Dependence

Repertoire convergence has been reported for a limited but increasing number of antigens and conditions, including HIV, tetanus toxoid, *Streptococcus pneumoniae, Haemophilus influenzae*, Dengue fever and Sjögren’s syndrome (9, 11, 12, 32, 33). We now add evidence for the HuD antigen and DNP epitopes and have done so with two independent techniques. The question arises whether such sharing can be expected from a majority of antigens, or that it should be considered an exception. The only definitive answer to this question can be provided by collecting a large collection of repertoire data for different individuals and antigens. While such comprehensive data are still lacking, the number of datasets showing sharing or convergence is increasing while datasets that demonstrate absence thereof remain lacking. We, therefore, expect the sharing of motifs in the immune repertoire to be a more general phenomenon. We did find differences between both antigens in terms of the degree of sequence sharing between the repertoires, with the HuD antigen consistently sharing more sequence motifs than the DNP antigen. The HuD antigen is bigger and can expose more epitopes than the small DNP group. However, this should not have a big effect, as the NGS data consider not a specific subset but all antibodies in the repertoire, which may also include those targeting the KLH carrier protein used for DNP. Potential artifacts that could explain our observations were investigated, but no evidence was found for problems in index cross-contamination, or for significant differences in the number of reads for the samples. It is, therefore, more plausible that antigens differ intrinsically in the amount of sequence sharing that they elicit. It is conceivable that the fraction of distinct VDJ rearrangements that leads to specific binding early in the B-cell response inversely correlates with the degree of sharing between individuals, but a more extensive dataset covering more than two antigens is required to support that concept with evidence.

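The HuD libraries held more productive reads on average than the DNP libraries, 188105 ± 27982 (SD, n = 5) against 135074 ± 76053 (SD, n = 5). The difference of 53031 reads was within the spread between animals (two-sided exact permutation test, p = 0.183). DNP4 was the largest library of all, and without it the difference was 84221 reads (exact permutation test, p = 0.00794), with every HuD library larger than every remaining DNP library.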

### Immuno Proteogenomics

The combined use of proteomics and NGS was intended to obtain complementary information on the state of the immune repertoire. Indeed, it was possible to find evidence for repertoire convergence in both datasets, and specific observations could be cross-validated. On the other hand, the degree of quantitative correlation between the datasets was limited, and the fraction of MS–MS spectra that could be matched to NGS reads was relatively low. This suggests that the repertoires of expressed serum IgG and splenocyte mRNA overlap, but only partially. It has been reported that proteomics identification of immunoglobulins is more challenging than that of other proteomes (34). Also, as shown in Figure 8, workflows using trypsin have challenges for proteomics data that cover the CDR3. While specific peptide size distributions may shift for other immunoglobulin classes due to their CH1 sequence and also for other species, we expect that the length of CDR3 tryptic peptides can be a common problem. We did not observe an improvement of correlation between proteomics and NGS in a subset of high scoring PSMs from the dataset, and we, therefore, do not believe that misidentification plays an important role in the discrepancies that are observed. Rather, we suspect the expression of serum immunoglobulins in niches that were not covered by RNA sequencing, such as bone marrow plays an important role, as well as the sequencing of RNA of other cell lineages that does not encode immunoglobulins, but rather the B-cell receptor. Refinement of experimental choices and protocols should bring NGS and proteomics data closer into alignment, and indeed several successful datasets have been described in the literature (7, 8, 35, 36).

### Potential Applications

While it is clear that many sequences are shared among animals exposed to the same antigen, the data also show that the degree of sharing drops in a log-linear fashion as a function of the number of sharing individuals. This implies that it is unlikely that any one sequence motif can function as a marker for a large population of subjects. If this would be possible, a simple (proteomics) assay for the presence of such an amino acid motif could function as a proxy for a variety of immunological conditions, such as response to a vaccination (37), pathogen infection, auto-immune disease, or a response against tumor-associated antigens. While such an application based on a single peptide seems unlikely based on the current dataset, it is still conceivable that a panel of peptides or peptide homology to a conserved motif could fulfill such a purpose. A test based on composite markers would be more complex, and proper discovery and validation of such markers would require more extensive datasets that protect against false discovery and give sufficient confidence that a candidate motif indeed is predictive of an immune response in a larger population.

Other applications may include the identification of specific clonal expansions in immune sera for the production of monoclonal antibodies, or characterization of immune responses that target pathogens or in auto-immune conditions. In recent work, it has been shown that in the T-cell receptor, sequences are not only shared between individuals, but it is even feasible to predict epitope specificity based on new unseen sequence data (38, 39). Extension of such methods to immunoglobulin repertoires could accelerate the development of new applications of repertoire analysis.

An important aspect of future work is the location of sampling for repertoire analysis. Lymphoid organs and lymphocytes infiltrating at disease locations are very much of interest, but may be unrealistic sampling locations for many human applications. A comparison of such sampling locations with more readily accessible PBMCs, also in relation to time after antigen exposure, could help decision making on the best strategy in the development of new applications. Such an analysis could also include a comparison on which combination of cellular compartments best reflects immunoglobulin proteins that can be observed in serum, and which combination of compartments is most representative for the immunology of localized disease processes in an organism. It is also conceivable that the sharing of sequences that we observe in spleen and serum is more pronounced when considering a distinct niche, for example local to the disease. While modern NGS and proteomics techniques provide rapidly expanding views on the makeup of the adaptive immune response, the underlying processes and dynamics remain incompletely understood.

## Author Contributions

MV contributed to conception, NGS amplicon generation, proteomics sample preparation, data analysis, and drafting of the manuscript; LD contributed to conception and proteomics data acquisition; WI developed the customized library preparation and was responsible for NGS data acquisition; PS-S contributed to conception of the work; TL contributed to conception and drafting of the manuscript. All the authors critically read, contributed, and approved the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer AH and handling editor declared their shared affiliation.

## References

[1] TonegawaS Somatic generation of antibody diversity. Nature (1983) 302(5909):575–81.10.1038/302575a06300689

[2] FriedensohnSKhanTAReddyST. Advanced methodologies in high-throughput sequencing of immune repertoires. Trends Biotechnol (2017) 35(3):203–14.10.1016/j.tibtech.2016.09.01028341036

[3] GalsonJDClutterbuckEATruckJRamasamyMNMunzMFowlerA BCR repertoire sequencing: different patterns of B-cell activation after two meningococcal vaccines. Immunol Cell Biol (2015) 93(10):885–95.10.1038/icb.2015.5725976772PMC4551417

[4] ObermeierBMenteleRMalotkaJKellermannJKümpfelTWekerleH Matching of oligoclonal immunoglobulin transcriptomes and proteomes of cerebrospinal fluid in multiple sclerosis. Nat Med (2008) 14(6):688–93.10.1038/nm171418488038

[5] GeorgiouGIppolitoGCBeausangJBusseCEWardemannHQuakeSR The promise and challenge of high-throughput sequencing of the antibody repertoire. Nat Biotechnol (2014) 32(2):158–68.10.1038/nbt.278224441474PMC4113560

[6] LavinderJJHortonAPGeorgiouGIppolitoGC. Next-generation sequencing and protein mass spectrometry for the comprehensive analysis of human cellular and serum antibody repertoires. Curr Opin Chem Biol (2015) 24:112–20.10.1016/j.cbpa.2014.11.00725461729

[7] OgishiMYotsuyanagiHMoriyaKKoikeK. Delineation of autoantibody repertoire through differential proteogenomics in hepatitis C virus-induced cryoglobulinemia. Sci Rep (2016) 6:29532.10.1038/srep2953227403724PMC4941579

[8] ChenJZhengQHammersCMEllebrechtCTMukherjeeEMTangHY Proteomic analysis of pemphigus autoantibodies indicates a larger, more diverse, and more dynamic repertoire than determined by B cell genetics. Cell Rep (2017) 18(1):237–47.10.1016/j.celrep.2016.12.01328052253PMC5221611

[9] ZhouJLottenbachKRBarenkampSJLucasAHReasonDC. Recurrent variable region gene usage and somatic mutation in the human antibody response to the capsular polysaccharide of *Streptococcus pneumoniae* type 23F. Infect Immun (2002) 70(8):4083–91.10.1128/IAI.70.8.4083-4091.200212117915PMC128163

[10] VanDuijnMMDekkerLJZeneyedpourLSmittPALuiderTM. Immune responses are characterized by specific shared immunoglobulin peptides that can be detected by proteomic techniques. J Biol Chem (2010) 285(38):29247–53.10.1074/jbc.M110.13907120615873PMC2937956

[11] ArentzGThurgoodLALindopRChatawayTKGordonTP. Secreted human Ro52 autoantibody proteomes express a restricted set of public clonotypes. J Autoimmun (2012) 39(4):466–70.10.1016/j.jaut.2012.07.00322871259

[12] ParameswaranPLiuYRoskinKMJacksonKKDixitVPLeeJY Convergent antibody signatures in human dengue. Cell Host Microbe (2013) 13(6):691–700.10.1016/j.chom.2013.05.00823768493PMC4136508

[13] TruckJRamasamyMNGalsonJDRanceRParkhillJLunterG Identification of antigen-specific B cell receptor sequences using public repertoire analysis. J Immunol (2015) 194(1):252–61.10.4049/jimmunol.140140525392534PMC4272858

[14] WangCLiuYCavanaghMMLe SauxSQiQRoskinKM B-cell repertoire responses to varicella-zoster vaccination in human identical twins. Proc Natl Acad Sci U S A (2015) 112(2):500–5.10.1073/pnas.141587511225535378PMC4299233

[15] LeypoldtFWandingerKP. Paraneoplastic neurological syndromes. Clin Exp Immunol (2014) 175(3):336–48.10.1111/cei.1218523937626PMC3927895

[16] LinhartCShamirR. The degenerate primer design problem. Bioinformatics (2002) 18(Suppl 1):S172–81.10.1093/bioinformatics/18.suppl_1.S17212169545

[17] ShugayMBritanovaOVMerzlyakEMTurchaninovaMAMamedovIZTuganbaevTR Towards error-free profiling of immune repertoires. Nat Methods (2014) 11(6):653–5.10.1038/nmeth.296024793455

[18] BrochetXLefrancMPGiudicelliV. IMGT/V-QUEST: the highly customized and integrated system for IG and TR standardized V-J and V-D-J sequence analysis. Nucleic Acids Res (2008) 36(Web Server issue):W503–8.10.1093/nar/gkn31618503082PMC2447746

[19] ShugayMBagaevDVTurchaninovaMABolotinDABritanovaOVPutintsevaEV VDJtools: unifying post-analysis of T cell receptor repertoires. PLoS Comput Biol (2015) 11(11):e1004503.10.1371/journal.pcbi.100450326606115PMC4659587

[20] NazarovVIPogorelyyMVKomechEAZvyaginIVBolotinDAShugayM tcR: an R package for T cell receptor repertoire advanced data analysis. BMC Bioinformatics (2015) 16:175.10.1186/s12859-015-0613-126017500PMC4445501

[21] HanMVZmasekCM. phyloXML: XML for evolutionary biology and comparative genomics. BMC Bioinformatics (2009) 10:356.10.1186/1471-2105-10-35619860910PMC2774328

[22] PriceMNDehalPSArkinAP FastTree 2 – approximately maximum-likelihood trees for large alignments. PLoS One (2010) 5(3):e949010.1371/journal.pone.000949020224823PMC2835736

[23] VizcainoJADeutschEWWangRCsordasAReisingerFRiosD ProteomeXchange provides globally coordinated proteomics data submission and dissemination. Nat Biotechnol (2014) 32(3):223–6.10.1038/nbt.283924727771PMC3986813

[24] EdgarRDomrachevMLashAE. Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res (2002) 30(1):207–10.10.1093/nar/30.1.20711752295PMC99122

[25] YuLGuanY. Immunologic basis for long HCDR3s in broadly neutralizing antibodies against HIV-1. Front Immunol (2014) 5:250.10.3389/fimmu.2014.0025024917864PMC4040451

[26] CrooksGEHonGChandoniaJMBrennerSE. WebLogo: a sequence logo generator. Genome Res (2004) 14(6):1188–90.10.1101/gr.84900415173120PMC419797

[27] WeinsteinJAJiangNWhiteRAIIIFisherDSQuakeSR High-throughput sequencing of the zebrafish antibody repertoire. Science (2009) 324(5928):807–10.10.1126/science.117002019423829PMC3086368

[28] VollmersCSitRVWeinsteinJADekkerCLQuakeSR. Genetic measurement of memory B-cell recall using antibody repertoire sequencing. Proc Natl Acad Sci U S A (2013) 110(33):13463–8.10.1073/pnas.131214611023898164PMC3746854

[29] HoehnKBFowlerALunterGPybusOG. The diversity and molecular evolution of B-cell receptors during infection. Mol Biol Evol (2016) 33(5):1147–57.10.1093/molbev/msw01526802217PMC4839220

[30] XuJLDavisMM. Diversity in the CDR3 region of V(H) is sufficient for most antibody specificities. Immunity (2000) 13(1):37–45.10.1016/S1074-7613(00)00006-610933393

[31] ChenCRobertsVARittenbergMB. Generation and analysis of random point mutations in an antibody CDR2 sequence: many mutated antibodies lose their ability to bind antigen. J Exp Med (1992) 176(3):855–66.10.1084/jem.176.3.8551512548PMC2119366

[32] PoulsenTRMeijerPJJensenANielsenLSAndersenPS. Kinetic, affinity, and diversity limits of human polyclonal antibody responses against tetanus toxoid. J Immunol (2007) 179(6):3841–50.10.4049/jimmunol.179.6.384117785821

[33] GornyMKWangXHWilliamsCVolskyBReveszKWitoverB Preferential use of the VH5-51 gene segment by the human immune response to code for antibodies against the V3 domain of HIV-1. Mol Immunol (2009) 46(5):917–26.10.1016/j.molimm.2008.09.00518952295PMC2693011

[34] BoutzDRHortonAPWineYLavinderJJGeorgiouGMarcotteEM. Proteomic identification of monoclonal antibodies from serum. Anal Chem (2014) 86(10):4758–66.10.1021/ac403767924684310PMC4033631

[35] SatoSBeausoleilSAPopovaLBeaudetJGRamenaniRKZhangX Proteomics-directed cloning of circulating antiviral human monoclonal antibodies. Nat Biotechnol (2012) 30(11):1039–43.10.1038/nbt.240623138294

[36] LavinderJJWineYGieseckeCIppolitoGCHortonAPLunguOI Identification and characterization of the constituent human serum antibodies elicited by vaccination. Proc Natl Acad Sci U S A (2014) 111(6):2259–64.10.1073/pnas.131779311124469811PMC3926051

[37] GalsonJDPollardAJTruckJKellyDF. Studying the antibody repertoire after vaccination: practical applications. Trends Immunol (2014) 35(7):319–31.10.1016/j.it.2014.04.00524856924

[38] DashPFiore-GartlandAJHertzTWangGCSharmaSSouquetteA Quantifiable predictive features define epitope-specific T cell receptor repertoires. Nature (2017) 547(7661):89–93.10.1038/nature2238328636592PMC5616171

[39] GlanvilleJHuangHNauAHattonOWagarLERubeltF Identifying specificity groups in the T cell receptor repertoire. Nature (2017) 547(7661):94–98.10.1038/nature2297628636589PMC5794212

# Supplementary material for: Immune Repertoire after Immunization As Seen by Next-Generation Sequencing and Proteomics
**Source:** Front Immunol. 2017 Oct 16;8:1286. doi: 10.3389/fimmu.2017.01286
**Supplement:** Supplementary file 1

## *Supplementary Material*

### **Immune repertoire after immunization as seen by next generation sequencing and proteomics**

**Martijn M. VanDuijn<sup>\*</sup>, Lennard J. Dekker, Wilfred FJ van IJcken, Peter A.E. Sillevs Smitt and Theo M. Luiders**

#### **1 Supplementary Methods**

A mixture of the following primers were used for reverse transcription of mRNA into cDNA. N represents a random nucleotide that is used as an UMI tag. As the UMI tag was later found to be of insufficient length, a 10-base section from the CDR3 was as used as a complimentary UMI tag during data analysis. A T7 motif (TAATACGACTCACTATAGGGAG) is introduced to the cDNA for later use as a common priming site during PCR.

```
>RatIGHG_Rev_UID_T7
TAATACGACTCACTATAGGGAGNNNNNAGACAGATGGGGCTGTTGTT
>RatIGHA_Rev_UID_T7
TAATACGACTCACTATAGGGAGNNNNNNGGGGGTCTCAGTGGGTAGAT
>RatIGHD_Rev_UID_T7
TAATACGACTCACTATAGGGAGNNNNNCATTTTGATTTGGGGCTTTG
>RatIGHE_Rev_UID_T7
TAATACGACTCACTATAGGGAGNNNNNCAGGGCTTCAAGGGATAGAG
>RatIGHM_Rev_UID_T7
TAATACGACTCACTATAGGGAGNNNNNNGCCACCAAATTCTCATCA
```

For PCR, the common T7 reverse primer was used, and a mixture of degenerate primers complementary to the Leader segment of the variable genes as forward primers. These primers were derived from the rat germline repertoire with the HYDEN software tool. The primers used for PCR have been as listed below (IUPAC notation).

```
>T7
TAATACGACTCACTATAGGGAG

>RatL_V01_1.24b
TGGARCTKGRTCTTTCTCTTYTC
>RatL_V01_2.24b
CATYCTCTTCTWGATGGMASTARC
>RatL_V01_3.24b
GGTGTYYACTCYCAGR TYCAGCTG
>RatL_V03_1.24b
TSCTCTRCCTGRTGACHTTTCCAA
>RatL_V03_2.24b
TGRCTR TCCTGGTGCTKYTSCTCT
>RatL_V03_3.24b
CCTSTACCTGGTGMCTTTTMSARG
>RatL_V03_.24b
CTTCTGTACCTGTTGACAGCCCTT
>RatL_V04_.24b
TAAAAGGTGTCCAGTGTGAGGTGA
>RatL_V05_2.24b
GTTTTCYTTKTBYTTATTTTAAAA
>RatL_V05_3.24b
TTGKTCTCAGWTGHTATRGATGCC
>RatL_V06_1.24b
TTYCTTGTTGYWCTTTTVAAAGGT
>RatL_V06_2.24b
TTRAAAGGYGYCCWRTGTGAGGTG
>RatL_V07_.24b
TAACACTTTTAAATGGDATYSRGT
>RatL_V08_.24b
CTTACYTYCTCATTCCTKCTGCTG
>RatL_V09_.24b
AAAGTG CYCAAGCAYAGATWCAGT
>RatL_V10_1.24b
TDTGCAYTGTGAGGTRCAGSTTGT
>RatL_V10_2.24b
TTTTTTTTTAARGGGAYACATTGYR
>RatL_V11_.24b
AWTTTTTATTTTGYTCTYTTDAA
>RatL_V12_.24b
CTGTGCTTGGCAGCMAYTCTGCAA
>RatL_V15_.24b
TTGGATTATGCTTTATCTGCTGGC
```

## **2 Supplementary Figure Captions**

### **Supplementary Figure 1.**

A limited number of clones dominates the repertoire. For each subject, unique CDR3 sequences were ranked by the number of reads in which they were observed. The 1000 most abundant clones were plotted against the number of reads for each sample. 

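The 50 most abundant CDR3 sequences held 28.4% ± 8.05 (SD, n = 10 animals) of the productive reads, from 15.7% in HuD2 to 46.7% in DNP3. The mean was 30.6% ± 9.67 (SD, n = 5) in the DNP animals and 26.3% ± 6.39 (SD, n = 5) in the HuD animals. This difference lay within the spread between animals (two-sided exact permutation test, p = 0.484), and the HuD minus DNP difference of −4.32 percentage points was −0.293 without DNP3. Counted in sequenced copies, a unit chosen after seeing the data, the share was 42.8% ± 14.3 (SD, n = 10). When the whole variable domain in place of the CDR3 was ranked, the 50 most abundant sequences held 6.45% ± 3.06 of the reads.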

On average, the 50 most abundant sequences made up 40% of the reads. DNP immunized animals were plotted in blue, and HuD immunized in red. Individual animals 1-5 were marked with circles, triangles, inverted triangles, squares and diamonds, respectively.

### **Supplementary Figure 2**

Unsupervised hierarchical clustering of samples based on NGS repertoire data on unique sequences in the dataset. The analysis was performed for CDR1, CDR2 and CDR3, as well as these CDRs with their surrounding framework regions, and also based on the entire variable domain (Framework1 until Framework4).

### **Supplementary Figure 3**

For peptides that could be matched between proteomics and NGS datasets, the number of reads in the NGS data was plotted against the signal intensity in the proteomics data. 0 was plotted as 0.1 on the log axis, and a random jitter (0.05) was applied to reduce overlapping datapoints. This analysis is shown for proteomics data from total serum IgG (A; median pairwise correlation 0.24) and for affinity enriched IgG (B; median pairwise correlation 0.06). The data shown is for all samples combined, qualitatively similar plots were obtained for comparisons between individual samples.

### **Supplementary Figure 4**

The number of shared peptides that was observed for regions in the NGS dataset. Peptides that were shared among animals, but still unique to one of the antigens were enumerated and shown as a function of the number of subjects among whom they were shared, for HuD immunized animals (Red), DNP immunized animals (Blue) and randomized groups of mixed compositions (black, average  $\pm$  SD, n=10). The region of the immunoglobulin molecule that was analyzed is indicated above each plot. In the plot labelled “CDR3 - Not Antigen specific”, shared peptides were plotted without considering presence or absence of the peptide in animals that were immunized with the alternate antigen.

**Supplementary Figure 5**

Shared CDR3 sequences (green circles) consist of a shorter subset of the total set of CDR3 sequences (black squares) in the NGS dataset (t-test  $p < 2.2 \times 10^{-16}$ ). The distribution of CDR3 lengths in the plot was normalized to the total number of sequences in each of the sets. Total CDR3 sequences were collected from all animals, and for the shared subset those common to two or more animals were selected. No additional length effect could be seen in subsets shared among larger numbers of subjects.

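Mean length was 9.62 amino acids for the 3879 CDR3 sequences found in exactly 2 of the 10 animals, 8.71 for the 794 found in 3, 8.33 for the 300 found in 4 and 7.85 for the 141 found in 5. Within each animal, CDR3 sequences found in 3 or more animals averaged 8.29 ± 0.208 amino acids (SD, n = 10 animals) and those found in exactly 2 animals 9.67 ± 0.501. The difference of −1.38 ± 0.350 amino acids was seen in 10 of 10 animals (two-sided exact sign-flip permutation test, p = 0.00195). For sequences found in 5 or more animals the difference from those of exactly 2 animals was −2.05 ± 0.431 amino acids, again in 10 of 10 animals. Sequences were counted here as shared between any animals, regardless of antigen. A shared sequence enters the mean of every animal that holds it, so the differences of the 10 animals are not independent.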

**Supplementary Figure 6**

Unrooted phylograms generated from productive reads of each of the DNP immunized animals. The peptide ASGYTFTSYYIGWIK was abundantly found in affinity enriched immunoglobulins in the proteomics data. NGS reads that contain that peptide motif were highlighted in red in the phylogram, and show some of the DNP-specific reads in relation to the overall repertoire.

**Supplementary Figure 7**

Signal intensities in proteomics data for two peptides that were found to co-occur in reads in the NGS dataset. Signal intensities can only provide a relative comparison without additional calibrators. Signal intensities below 10000 often suffer from poor signal to noise ratios in this type of label-free analysis. A representative read from the dataset (subject HuD1) shows both peptides in the context of the variable domain.

**Supplementary Table 1**

Summary of the proteomics data. Shown are data from immune sera, both total IgG and affinity enriched IgG, as well as IgG from pre-immune sera. For each animal in the dataset, the total number of MS/MS spectra recorded, the spectra therein that could be matched to a sequence in the NGS data (PSM  $-\log P > 15$ ), and the number of unique peptide sequences within those matches have been noted in the table.

**Supplementary Table 2**

Proteomics results for matching or non-matching databases. For the animals indicated in the rows, a search was performed with PEAKS DB against NGS data obtained from the same animal ('Matched'), or NGS data from another animal ('Unmatched'). For an unmatched search, the corresponding animal immunized with the alternate antigen was used, e.g. animal DNP-1 database for animal HuD-1 proteomics. For every search, the number of peptide spectral matches is shown, the number of peptide spectral matches that were found for both searches, and the peptide spectral matches that were uniquely found in that search, and not in the search with the alternate database.

### **Supplementary Table 3**

Matching of proteomics data to the NGS sequence database. Shown are two peptides with their associated mass to charge ratio. The MS/MS data from these peptides could be matched to distinct sequences within the NGS data that are all shown. For each of these peptides, the number of reads containing them has been plotted for each sample. In the proteomics data, both peptides were elevated in DNP immune sera.

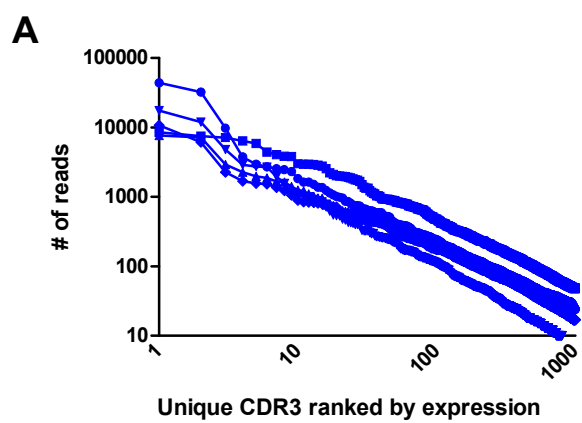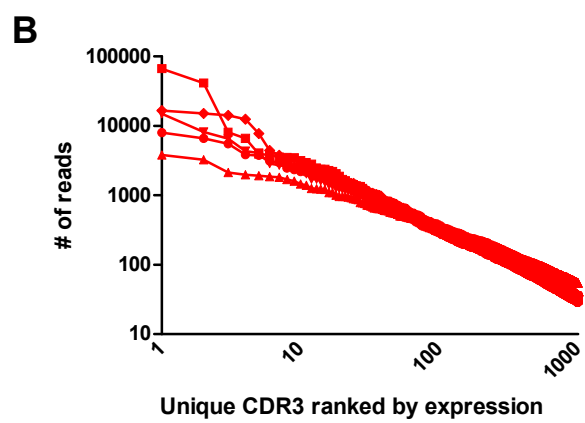

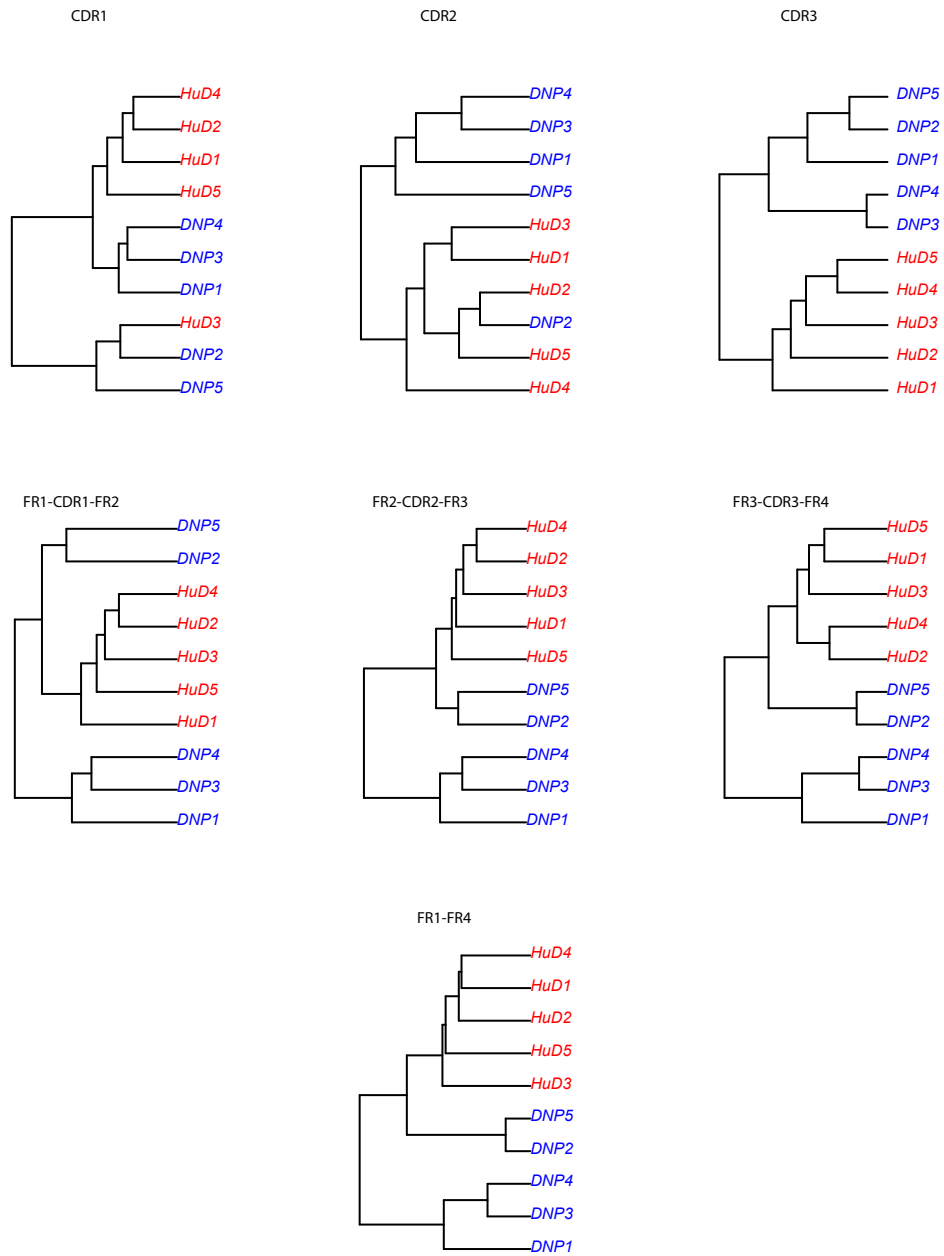

Supplementary Figure 2

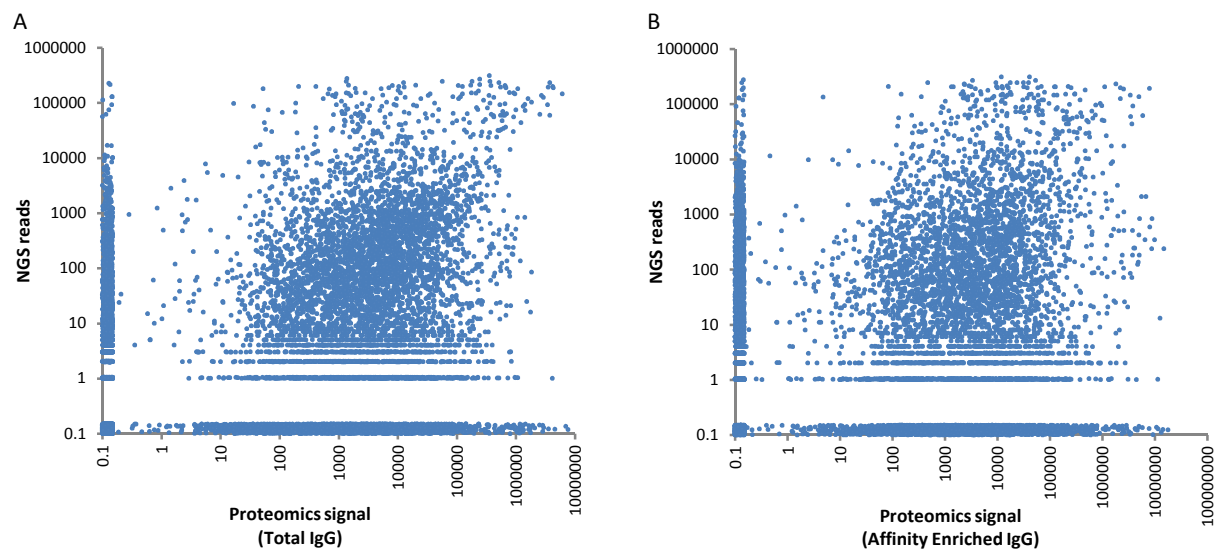

Supplementary Figure 3

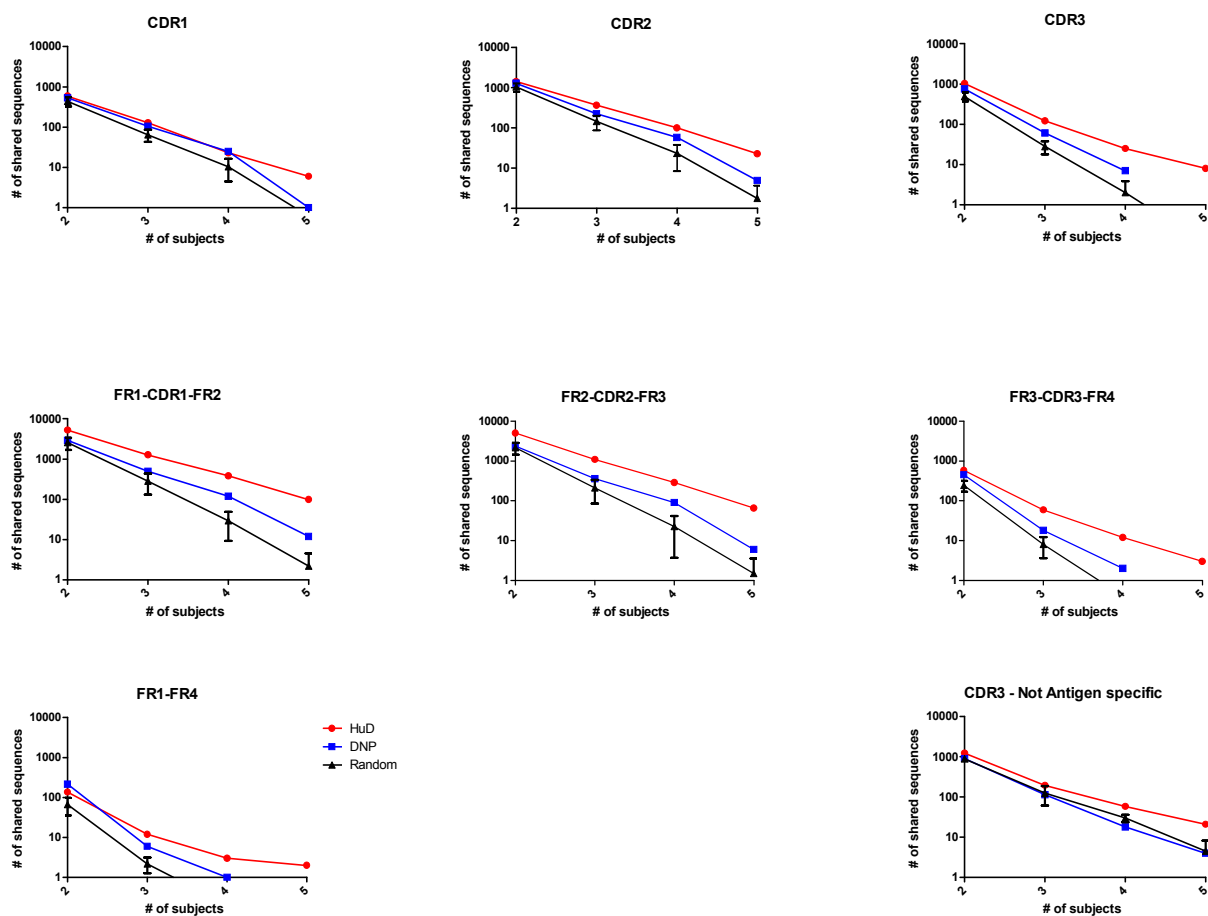

Supplementary Figure 4

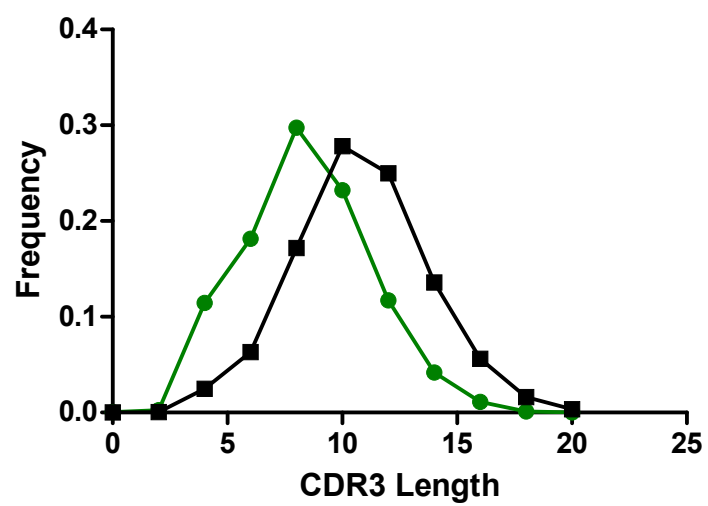

Supplementary Figure 5

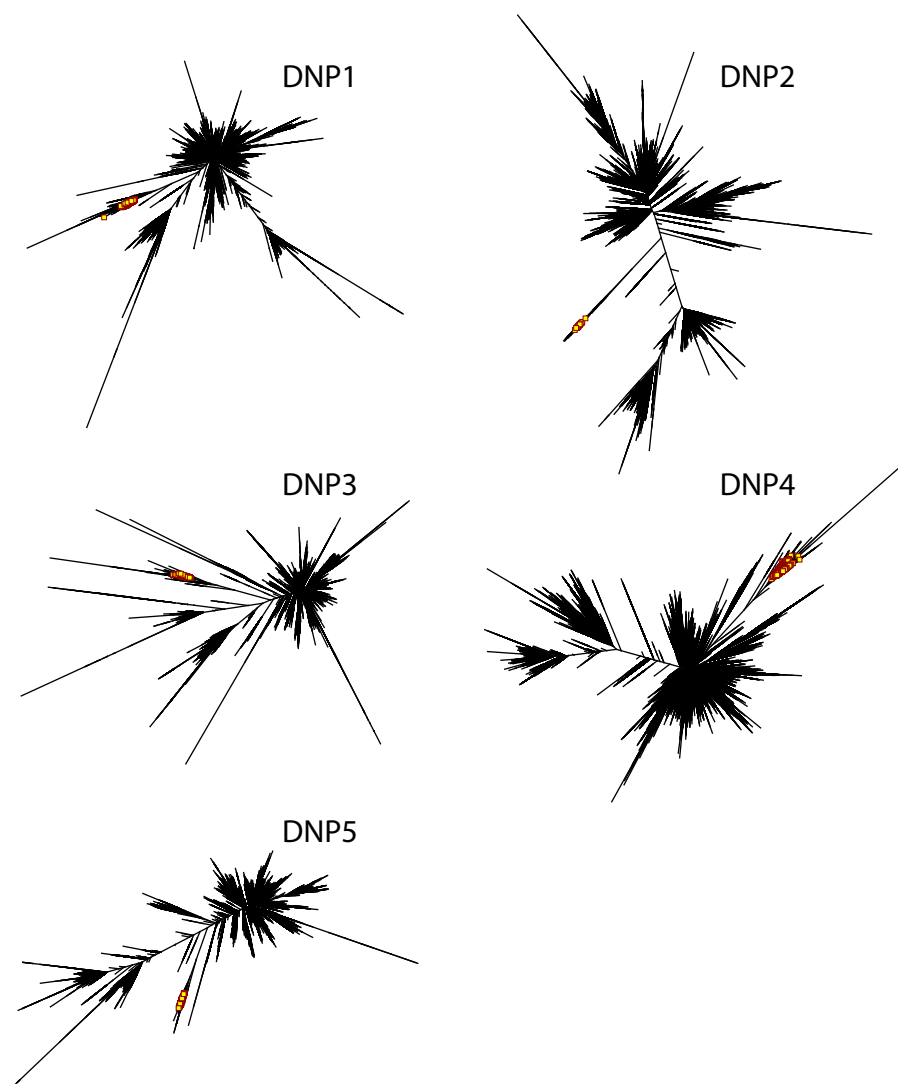

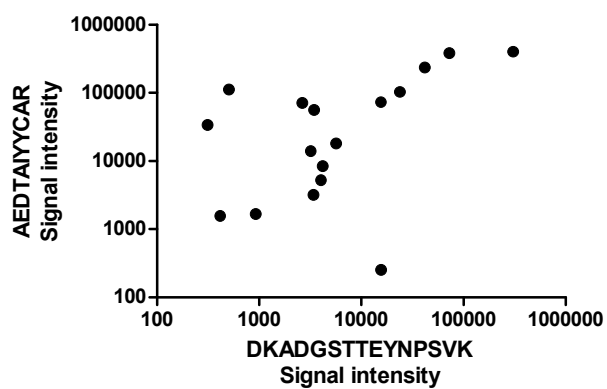

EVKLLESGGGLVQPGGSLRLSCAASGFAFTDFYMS  
 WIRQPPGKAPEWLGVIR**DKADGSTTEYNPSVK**GRFT  
 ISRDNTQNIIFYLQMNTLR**AEDTAIYYCAR**WTLTTRGF  
 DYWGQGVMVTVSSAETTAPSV

| Antigen | Animal | Aff. Enriched, Immunized |     |        | Total IgG, Immunized |     |        | Total IgG, Pre-immune |     |        |
|---------|--------|--------------------------|-----|--------|----------------------|-----|--------|-----------------------|-----|--------|
|         |        | Spectra                  | PSM | Unique | Spectra              | PSM | Unique | Spectra               | PSM | Unique |
| HuD     | 1      | 5065                     | 197 | 177    | 4989                 | 358 | 302    | 3947                  | 332 | 276    |
|         | 2      | 5221                     | 202 | 178    | 4651                 | 502 | 388    | 3936                  | 321 | 269    |
|         | 3      | 4981                     | 231 | 197    | 5273                 | 511 | 365    | 4071                  | 326 | 267    |
|         | 4      | 5568                     | 210 | 183    | 4845                 | 550 | 393    | 4091                  | 369 | 304    |
|         | 5      | 5566                     | 180 | 156    | 4285                 | 419 | 328    | 4018                  | 380 | 315    |
| DNP     | 1      | 4509                     | 177 | 133    | 4335                 | 416 | 346    | 4348                  | 342 | 278    |
|         | 2      | 5130                     | 172 | 132    | 4807                 | 418 | 333    | 4029                  | 353 | 291    |
|         | 3      | 4742                     | 209 | 181    | 4822                 | 476 | 382    | 4058                  | 325 | 273    |
|         | 4      | 5363                     | 328 | 201    | 4801                 | 514 | 415    | 4091                  | 344 | 286    |
|         | 5      | 4906                     | 137 | 113    | 4049                 | 405 | 344    | 4826                  | 307 | 255    |

| Antigen | Animal | PSM metric       | Matched<br>database search | Unmatched<br>database search |
|---------|--------|------------------|----------------------------|------------------------------|
| HuD     | 1      | Total PSM        | 190                        | 160                          |
|         |        | Matched in both  | 126                        | 124                          |
|         |        | Matched uniquely | 64                         | 36                           |
| HuD     | 2      | Total PSM        | 192                        | 156                          |
|         |        | Matched in both  | 143                        | 129                          |
|         |        | Matched uniquely | 49                         | 27                           |
| HuD     | 3      | Total PSM        | 214                        | 192                          |
|         |        | Matched in both  | 155                        | 159                          |
|         |        | Matched uniquely | 59                         | 33                           |
| HuD     | 4      | Total PSM        | 199                        | 178                          |
|         |        | Matched in both  | 141                        | 143                          |
|         |        | Matched uniquely | 58                         | 35                           |
| HuD     | 5      | Total PSM        | 139                        | 142                          |
|         |        | Matched in both  | 106                        | 106                          |
|         |        | Matched uniquely | 33                         | 36                           |
| DNP     | 1      | Total PSM        | 178                        | 125                          |
|         |        | Matched in both  | 96                         | 97                           |
|         |        | Matched uniquely | 82                         | 28                           |
| DNP     | 2      | Total PSM        | 190                        | 163                          |
|         |        | Matched in both  | 154                        | 148                          |
|         |        | Matched uniquely | 36                         | 15                           |
| DNP     | 3      | Total PSM        | 232                        | 179                          |
|         |        | Matched in both  | 154                        | 146                          |
|         |        | Matched uniquely | 78                         | 33                           |
| DNP     | 4      | Total PSM        | 249                        | 165                          |
|         |        | Matched in both  | 143                        | 142                          |
|         |        | Matched uniquely | 106                        | 23                           |
| DNP     | 5      | Total PSM        | 121                        | 117                          |
|         |        | Matched in both  | 91                         | 92                           |
|         |        | Matched uniquely | 30                         | 25                           |

Supplementary Table 2

| m/z      | Sequence        | Immunogen | Number of Reads |      |      |      |      |       |      |      |      |      |
|----------|-----------------|-----------|-----------------|------|------|------|------|-------|------|------|------|------|
|          |                 |           | HuD1            | HuD2 | HuD3 | HuD4 | HuD5 | DNP1  | DNP2 | DNP3 | DNP4 | DNP5 |
| 697.7918 | SEDAMYYCVR      | DNP       | 5               | 14   | 4    | 10   | 2    | 1     | 6    | 1    | 5    | 15   |
|          | SEDMATYYCVR     | DNP       | 3               | 2    | 11   | 50   | 1063 | 46962 | 4    | 5659 | 5253 | 1856 |
| 878.9334 | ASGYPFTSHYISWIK | DNP       | 3               | 0    | 0    | 0    | 0    | 0     | 0    | 0    | 0    | 0    |
|          | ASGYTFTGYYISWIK | DNP       | 0               | 2    | 2    | 0    | 1    | 1     | 0    | 0    | 2    | 0    |
|          | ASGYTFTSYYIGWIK | DNP       | 0               | 11   | 0    | 1    | 5    | 975   | 43   | 460  | 3896 | 1239 |
|          | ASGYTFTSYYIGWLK | DNP       | 0               | 0    | 0    | 0    | 0    | 23    | 1    | 6    | 39   | 1    |
|          | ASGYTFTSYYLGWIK | DNP       | 0               | 0    | 0    | 0    | 0    | 7     | 11   | 5    | 36   | 1    |

Supplementary Table 3

How the deposited data were processed for this re-analysis (not part of the article)

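Immunoglobulin heavy chain variable domains were measured in the spleen cells of 10 rats, 5 immunized with HuD and 5 with DNP-KLH, with 1 library per animal and all libraries in the same MiSeq run. The authors merged the read pairs with PEAR, collapsed them by tag with MIGEC and annotated the sequences with High-VQuest, and each deposited file lists the collapsed sequences of 1 animal. In these files the authors give a count beside each sequence, which is the number of sequenced copies with its tag. A collapsed sequence was used as 1 read, and the deposited counts of copies only as an alternative unit chosen after seeing the data. The IGHV and IGHJ genes, the amino acid segments and the productive call were taken as deposited. Versions of the authors' annotation and of its germline reference are not given in the sources used here.

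All computations started from the productive reads, 60647 to 259834 per animal. A segment was present in an animal with at least 1 read. With Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and Biopython 1.88, the segments CDR1, CDR2, CDR3, each with its flanking frameworks, and FR1-FR4 were compared between animals. The VDJTools F measure was recomputed as the geometric mean of the read shares of common sequences, and the distance as −log10 of F plus 1e-09. The differences between mean distances were tested over the 126 splits of the animals into 5 and 5 (one-sided), the numbers of shared sequences over the 252 sets of 5 animals (one-sided), of which 250 are mixed, and other differences between the antigens over the same 252 sets (two-sided). All of these are exact permutation tests. Their smallest p is 0.00794 for the 126 splits and the two-sided tests, and 0.00397 for the one-sided tests over sets. Differences within animals were tested by exact sign-flip permutation over 10 animals, with a smallest p of 0.00195. In place of 10 random mixed sets, as in the paper, all of them were used. Thinning to equal reads took 60647 productive reads of each animal in 10 draws with fixed seeds.

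Peptides were matched exactly in the variable domain, and compared as log2(RPM + 1), where RPM is the usual scaling of reads by the productive total of the animal, with Benjamini-Hochberg adjustment over 10 peptides. Trees were built with FastTree 2.2.0 from IMGT-gapped amino acids 1 to 108, for the 200 most abundant sequences of each animal or for the sequences of an animal with at least 2 reads. Figures were drawn with matplotlib 3.10.9. Residues at IMGT positions of IGHV1-43 reads were compared with the most frequent residue of the HuD reads, because no germline sequence was used here, and tested at each position where another residue was the most frequent in a DNP animal, and also with this choice repeated in each relabelling of the animals. Tryptic peptides over IMGT residue 107 were closed after lysine or arginine not followed by proline, and peptides that reach the constant domain were measured only up to the end of FR4.

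The usage of IGHV genes was compared with edgeR 4.0.16 (quasi-likelihood test) in R 4.3.3, on the numbers of reads of the 81 genes with at least 100 reads over the 10 animals, with Benjamini-Hochberg adjustment and a threshold of 0.05. The design fixed beforehand had named limma on log2(RPM + 10). As the numbers of reads are counts, edgeR became the main test, and limma 3.58.1 and DESeq2 1.42.0 are alternatives. Of the productive reads, 14.1% name several IGHV genes, of which the first was used. On simulated counts of these 81 genes with 20 of them changed, edgeR recovered 0.250% of the genes changed by a fold of 2 and 36% of those changed by a fold of 8, with 3.36% of the latter calls false, so that small differences in usage are not detectable with 5 animals against 5. The sharing and clustering tests were tried on 40 simulated sets of 10 animals with 60647 reads each. Without an effect, 1, 3 and 2 of 40 runs gave p under 0.05 for sharing, clustering and the ratio of the antigens. With 200 sequences shared by the animals of 1 antigen, all 200 were recovered, and with 5% of the reads private to an antigen 40 of 40 runs passed the clustering test. Recovering these 200 sequences checks the counting only. The simulated libraries were of equal size, so these runs do not test sharing at the unequal sizes of the real libraries.

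The animals were mapped by antigen and number from the sample labels and the paper. Animals with the same number are different animals, and their usage of IGHV genes did not vary together, with correlations of deviations between −0.144 and 0.289. The comparisons, the alternative settings and a rule for named genes and sequences were fixed before the data were examined. The rule took IGHV1-43, the 10 IGHV genes with the highest mean share, up to 10 IGHV genes with the largest change among those past the threshold without overlap between the antigens, the peptides of Fig. 3, Fig. S7 and Table S3, whose values in the paper had been seen, CDR3 sequences found in all 5 animals of 1 antigen only (at most the 10 with the highest minimum share) and the most abundant CDR3 of each animal. The alternatives covered minimum reads, thinning, other overlap measures, other units, pseudocounts, tools and leaving out each animal in turn. Immunoglobulin classes were not analysed here, since the class could not be read reliably from the sequences used. The constant domain, germline alleles and coordinates were not analysed here either.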

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

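The tests of the HuD number alone, the tests of absent IGHV genes and the minimum of 100 RPM in all animals were chosen only after the results were seen.

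Single animals stood far from the other 4 of their antigen in 15 of 86 tested groups of values, at the 5% level of Dixon's test. Of these, 4 concern residue positions of IGHV1-43 that were chosen because a DNP animal differed there, and without the 10 groups of such positions 11 of 76 remained, where about 3.8 are reached by chance. These groups are not independent, as the subgroup IGHV1 contains IGHV1-43. In HuD4 a productive read rested on 1.96 sequenced copies, against 1.40 to 1.55 in the other HuD animals. In DNP2 the RPM of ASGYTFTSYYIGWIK was 8.34 on the log2 scale, against 12.18 to 13.26 in the other DNP animals, and that of SEDMATYYCVR was 5.06, against 13.65 to 15.87. IGHV1-43 held 1.31% of the reads of HuD5, against 0.237% to 0.424% in the other HuD animals, and the subgroup IGHV1 held 1.49%, against 0.548% to 0.691%. IGHV5-20 held 9.43% of the reads of HuD4, against 5.76% to 6.48%. IGHV5-22 held 37.7% of the reads of DNP3, against 2.93% to 8.64% in the other DNP animals, and 11.5% of those of HuD3, against 3.37% to 5.02% in the other HuD animals. IGHV5-29 held 6.14% of the reads of DNP2, against 0.0379% to 0.581%, and the subgroup IGHV7 held 0.184% of the reads of HuD1, against 0.0451% to 0.0815%. Among IGHV1-43 reads, alanine at position 54 was found in 57.1% in DNP5 (0.122% to 8.28% in the other DNP animals) and in 0.489% in HuD3 (0% to 0.128% in the other HuD animals). In DNP5 aspartic acid at position 64 was found in 60.1% (1.01% to 9.94% in the others) and arginine at position 82 in 60.2% (1.64% to 13.7%). For FR1-CDR1-FR2 the distance of DNP2 to the HuD animals minus that to the other DNP animals was −0.126, against 0.0423 to 0.102 for the other DNP animals.

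In data on which the paper does not report, the usage of IGHV5S11 differed by −4.68 and that of IGHV3-1 by −2.13 on the log2 scale, both lower in the HuD animals. IGHV5S11 falls outside the rule for named genes and was chosen after its values were seen. IGHV2S75, IGHV5-35, IGHV5-36, IGHV5-43 and IGHV5-54 had 9035 productive reads in DNP2 and the 5 HuD animals and 0 in DNP1, DNP3, DNP4 and DNP5, by the first gene named for a read, and 100% of the IGHV5-43 reads name several genes.

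The higher number of antigen-restricted CDR3 sequences shared among HuD animals (1638) than among DNP animals (1095) was weighed first, with the excess of each over mixed sets. The difference in sequencing depth is a candidate explanation for the HuD over DNP difference, since with all animals thinned to equal reads the ratio fell from 1.5 to 0.804. For the HuD excess over mixed sets, sequences seen in a single read were excluded as the whole explanation. With at least 2 reads the HuD number stood 4.05 SD above the mean of the mixed sets. The DNP number stood 1.62 SD above this mean with at least 2 reads. With all reads the DNP number did not pass the threshold (one-sided exact permutation test, p = 0.230), so it cannot decide on single reads. Carry-over of reads between libraries was excluded as the whole explanation for the HuD number, since a read carried over keeps its tag and 0 tags recurred between HuD animals, where the excess over the mixed sets was 706 sequences (SD 232). For the DNP number the excess, 0.697 SD without recurring tags, lies within the spread of the mixed sets, so it cannot decide on carry-over. Thinned to equal reads, the DNP number was 703 against 403 in the mixed sets (SD 79.3), or 3.79 SD above. Over all reads 35 tags recurred between DNP animals, with 19.7 by chance, and leaving out recurring tags moved 1095 to 1094. These values argue against carry-over as the whole explanation of the thinned DNP excess. Selection by the antigen stays open for both numbers, as untested.

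The second pattern is that animals of 1 antigen were on average closer to each other than to animals of the other antigen, which for CDR1 held within the HuD animals (0.0486) but not within the DNP animals (0.0615, against 0.0590 between antigens). IGHV genes absent from some animals were excluded as the whole explanation, since with the 40 IGHV genes found at 100 or more RPM in all 10 animals at least 85.4% of the difference was kept in CDR1, CDR2 and both with their frameworks, and 102% or more in CDR3 and FR3-CDR3-FR4. A broader germline difference cannot be told apart from an effect of the antigen with these values of 85.4% and 102%. The bound set for that broader explanation was met, but it was too narrow, because the restriction removes missing genes and leaves different alleles in place, and the annotation names several alleles in 0 of 55 genes. The effect of the antigen itself was not tested apart from this.

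The third pattern is the usage of IGHV genes, of which 2 passed the threshold in edgeR. Of 100 splits of the animals, drawn from 126 possible ones, 4 reached this number, the real one included, with a highest other number of 11. This lies close to the 5% level and not all splits were drawn, so that chance is not firmly excluded. The 3 other splits, with 11, 5 and 4 genes, all set DNP1, DNP3, DNP4 and DNP5 with 1 HuD animal against the rest, which points to a structure of the samples, and leaving out DNP2 gave 30 genes in place of 2. A few expanded clones are a candidate explanation for the called genes, since with each CDR3 counted once 0% of them passed (17 of 81 genes at an unadjusted p under 0.05 in edgeR). The call ended as the log2 difference of IGHV3-1 moved from −2.13 (standard error 0.487) to −0.91 (standard error 0.428) and that of IGHV5S11 from −4.68 (standard error 0.920) to −2.43 (standard error 0.591). The antigen and a germline difference of the 4 DNP animals stay open.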

How the results depend on the processing

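The settings with sequenced copies, recurring tags left out, IGHV genes seen in all animals, reads naming a single IGHV gene, DESeq2, limma in place of edgeR, and residue positions chosen again in each relabelling were chosen only after results were seen. Of 854 values for 58 results under an alternative setting, 707 kept their direction and their side of the threshold, or their value within the spread, 44 no longer passed, 30 newly passed, 50 had the opposite direction and 23 moved. The setting without recurring tags removes 39 reads and moved none of its 23 values in this sense, which says little of stability. All 14 for the CDR3 length of shared sequences kept their call, and the HuD minus DNP difference in the share of the 50 most abundant CDR3 did not pass in any of 14 (−6.30 to −0.293 points), though the share itself was 6.45% to 42.8%. Reads called productive without a comment, and sequences without unknown residues or stops, were not run, because these filters remove no read. Depth limits the number of shared sequences. The cause was not tested for any of the changes below.

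Thinned to equal reads, sharing over mixed sets was 1.41 for CDR1, 1.47 for CDR2, 1.75 for CDR3 and 1.23 for FR2-CDR2-FR3 in the DNP animals and 1.07 for FR1-FR4 in the HuD animals, and without the antigen constraint 1.18 for HuD and 1.33 for DNP. The HuD over DNP ratio, thinned, was 0.756 for CDR1, 0.803 for CDR2, 0.804 for CDR3 and 0.736 for FR3-CDR3-FR4. With at least 2 reads per sequence, sharing was 1.5 for CDR2 in HuD (newly passing) and 1.62 for FR3-CDR3-FR4 in DNP animals (no longer passing), 1.03 for CDR3 in DNP animals without the constraint, the FR1-FR4 ratio 1.1 and the DNP slope −0.718. With at least 5 reads these were 1.58, 1.44, 1.04 and 1.48 (ratio), and sharing was 1.08 for FR2-CDR2-FR3 and 1.78 for FR1-FR4 in DNP animals, where 1.58 newly passed and 1.44 and 1.78 no longer did. With IGHV genes seen in all animals sharing for FR1-FR4 was 1.75 in HuD animals and no longer passed. The difference for SEDMATYYCVR was −5.80 by unique variable domains.

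The number of IGHV genes past the threshold, 2 in edgeR (0 higher and 2 lower in HuD), was 16 in limma with a pseudocount of 10 (13 higher, 3 lower) and of 1 (13 and 3), 16 with 100 (12 and 4), 19 with the centred log ratio (11 and 8), 14 in DESeq2 (9 and 5), 0 with unique CDR3 in edgeR and 0 in the exact permutation test per gene (17 and 21 genes at an unadjusted p under 0.05). Both genes called by edgeR were among the calls of limma and DESeq2. For single genes, IGHV3-3 turned to 0.21 without a filter, 0.059 with unique CDR3, 0.16 in DESeq2, 0.22 with copies and 0.092 with reads naming a single gene, IGHV5-20 to 0.29 with copies, and IGHV5-31 to −0.43 with the centred log ratio.

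The animals share only a number, with correlations of −0.144, −0.0669, 0.289, 0.0982 and −0.0280, and only number 3 correlated best with its own number. A replicate block over the 5 numbers cannot pass the threshold for a peptide (smallest p 0.0625 in an exact permutation test); with it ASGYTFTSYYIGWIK was −9.33 and SEDMATYYCVR −6.42, both with an exact p = 0.0625, and the block in limma gave 17 IGHV genes (14 higher, 3 lower).

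Leaving out 1 animal gave 0.000815 to 0.00806 for the clustering of CDR1. Sharing in HuD animals was 1.14 to 1.54 for CDR1, 1.22 to 1.67 for CDR2 and 1.5 to 2.05 for FR1-FR4. In DNP animals it was 0.855 to 1.26 for CDR1, 0.905 to 1.45 for CDR2, 0.870 to 1.36 for CDR3 (0.733 to 1.05 without the constraint), 0.639 to 1.25 for FR1-CDR1-FR2, 0.588 to 1.22 for FR2-CDR2-FR3, 1.17 to 1.92 for FR3-CDR3-FR4 and 1.90 to 2.71 for FR1-FR4. The HuD over DNP ratio, divided by its geometric mean over sets of the same sizes, was 0.897 to 1.78 for CDR1, 0.932 to 1.82 for CDR2, 1.41 to 3.38 for FR1-CDR1-FR2, 1.62 to 3.76 for FR2-CDR2-FR3 and 0.556 to 1.13 for FR1-FR4. The difference in productive reads was 34424 to 84221, that of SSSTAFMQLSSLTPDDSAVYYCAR −3.26 to −2.03, that of SEDMATYYCVR −8.32 to −5.47, and that in abundant shared sequences 0.688 to 1.60 points. Residue positions past the threshold were 0 to 4, sequences in branches of 1 antigen 0 to 652, and IGHV genes 0 to 30. IGHV genes were 30 without DNP2 (19 higher, 11 lower), 1 without DNP4, and 0 in edgeR without HuD1, HuD2, HuD4 or HuD5 (15 to 16 at an unadjusted p under 0.05). The log2 difference was −0.37 to 0.29 for IGHV3-3 and −0.26 to 0.44 for IGHV5-31.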

Differences from the paper's values

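The sequenced copies over all reads, the spelling SEDTAMYYCVR and the copies compared with Table S3 were chosen only after the values were seen.

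Values within 1.5 times of each other were not counted as different. The paper's Fig. 1 plots the processed reads included for each sample and does not say whether these are the productive reads. Set beside the productive reads, 1 of 10 differed, DNP5 with about 140000 in Fig. 1, read by eye, and 91649 here, and beside all reads in the file (103801 for DNP5) none did. None of the settings that leave out another animal changes this number. Of 16 numbers of shared CDR3 sequences without the antigen constraint, 2 differed, both for exactly 2 animals. In HuD animals the paper's Fig. S4 shows about 1200, read by eye, and 1824 was counted here. The values also differed with at least 2 reads (458), at least 5 reads (200), thinned (629) and without a DNP animal. Leaving out a HuD animal gave 1120 to 1467, but these rest on 1 HuD animal fewer than the paper's number and cannot be set against it. In DNP animals the paper's Fig. S4 shows about 900, read by eye, and 1373 was counted. Thinned (776) the values did not differ, and with at least 2 reads (366), at least 5 reads (137) or without a HuD animal they did. The numbers without a DNP animal (716 to 1059) likewise rest on 1 DNP animal fewer and cannot be set against the paper's number.

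Of 70 peptide numbers of the paper's Table S3, 44 were equal and 26 were not, of which 20 differed by more than 1.5 times and the other 6 by up to 1.43 times. For SEDAMYYCVR the paper gives 5, 14, 4, 10 and 2 in HuD1 to HuD5 and 1, 6, 1, 5 and 15 in DNP1 to DNP5, against 0 reads in each animal here, and none of the alternatives set before the data were examined gives another number. For SEDMATYYCVR the paper gives 2 in HuD2, 11 in HuD3, 1063 in HuD5, 46962 in DNP1, 5659 in DNP3, 5253 in DNP4 and 1856 in DNP5, against 1, 7, 571, 4597, 3643, 3499 and 1178 reads. For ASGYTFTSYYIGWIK the paper gives 975 in DNP1 and 3896 in DNP4, against 648 and 2540 reads. For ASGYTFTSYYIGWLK the paper gives 6 in DNP3, against 3 reads. With leucine and isoleucine taken as the same residue, the values of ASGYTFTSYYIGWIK in DNP1 (678) and DNP4 (2614) did not differ, those of SEDMATYYCVR were unchanged, and those of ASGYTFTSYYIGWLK moved to 678, 52, 399, 2614 and 873 in DNP1 to DNP5. Sequenced copies summed over all reads of the files, a unit chosen after seeing the values, equalled the paper's number in 10 of 10 animals for SEDAMYYCVR when it was counted as SEDTAMYYCVR, a spelling chosen after several others were tried, in 5 of 10 for SEDMATYYCVR (largest difference 0.512%), in 8 of 10 for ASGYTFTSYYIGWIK (largest difference 0.103%) and in 10 of 10 for the other 4 peptides.

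The paper states that the animals cluster by antigen for every segment. The mean distances were larger between than within antigens in all 7 segments, though for CDR1 not within the DNP animals alone (0.0615, against 0.0590 between antigens), and a division of the tree into 2 groups separated the antigens for 3 segments, CDR3, FR3-CDR3-FR4 and FR1-FR4. The paper states that sharing was largest in HuD animals. This held for 6 of 7 segments, and for FR1-FR4 the HuD number was 216 and the DNP number 264 (45 and 41 with at least 2 reads, 15 and 10 with at least 5). Thinned to equal reads, the HuD over DNP ratio stayed above 1 only for FR1-CDR1-FR2 (1.32) and FR2-CDR2-FR3 (1.45). It was 0.756 for CDR1, 0.803 for CDR2, 0.804 for CDR3, 0.736 for FR3-CDR3-FR4 and 0.357 for FR1-FR4. The paper states that sharing within an antigen was typically above that of mixed sets. Of 14 numbers 7 passed the one-sided threshold, 5 of 7 for HuD and 2 of 7 for DNP, and the DNP number for FR2-CDR2-FR3 was 0.963 times the mean of the mixed sets. Thinned to equal reads, the DNP numbers for CDR1, CDR2 and CDR3 passed as well, at 1.41, 1.47 and 1.75 times the mean. The HuD number for FR1-FR4, at 1.07 times, then no longer passed. The paper reports that it saw no further effect on CDR3 length among sequences shared by more animals. The length of sequences found in 3 or more animals differed by −1.38 amino acids from that of sequences found in 2 animals, and was shorter in 10 of 10 animals. The paper states that CDR3 sharing was similar with and without the surrounding frameworks, and the numbers were 1638 without and 880 with them in HuD animals and 1095 and 623 in DNP animals. The paper states that no tag was found on the same sequence in different animals, and 37 such tags were counted, with 26.4 by chance. The paper describes branches restricted to an antigen, and 1 DNP branch and no HuD branch held all 5 animals of an antigen.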

Other observations

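The tests of tag numbers and of absent genes, the naming of IGHV5S11, edgeR in place of limma as the main test of gene usage, DESeq2, sequenced copies and reads naming a single gene were chosen only after the data or the results were seen.

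The usage of germline genes, on which the paper does not report, was led by the subgroup IGHV5, which held 65.1% ± 6.58 (SD, n = 5) of the DNP and 73.1% ± 7.93 (SD, n = 5) of the HuD reads (two-sided exact permutation test, p = 0.135). IGHV1 held 3.8% ± 2.38 and 0.792% ± 0.392 (exact permutation p = 0.0397, adjusted p = 0.179), and IGHV3 14.5% ± 5.28 and 7.07% ± 3.15 (exact permutation p = 0.0238, adjusted p = 0.179). IGHJ2 was the most used J gene, with 54.3% in DNP and 55.0% in HuD animals. Among single genes, IGHV3-1 held 11.3% of the DNP and 3.10% of the HuD reads without overlap between the animals, a log2 difference of −2.13 (standard error 0.487, adjusted p = 0.0394 from edgeR's quasi-likelihood test), where chance gives no overlap in 0.794% of genes. The adjusted p of IGHV3-1 ranged from 0.000511 to 0.220 over the alternatives, and the call ended with each CDR3 counted once (−0.91), in the exact permutation test per gene (−1.84, adjusted p = 0.107) and without DNP4, HuD1, HuD2, HuD4 or HuD5 (−2.21, −1.95, −2.17, −2.11 and −2.09). IGHV5S11, chosen after its values were seen, held 1.67% ± 1.35 of the DNP and 0.0670% ± 0.0143 of the HuD reads (log2 difference −4.68, standard error 0.920, adjusted p = 0.0237 from edgeR), with 0.0549% in DNP2. This call ended with each CDR3 counted once (−2.43), in the exact permutation test per gene (−3.80) and without HuD1, HuD2, HuD4 or HuD5 (−4.58, −4.49, −4.65 and −4.66). IGHV1-43 had a log2 difference of −2.93 (standard error 0.810, adjusted p = 0.0992 from edgeR), and passed without DNP2, at −3.38.

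Of the 10 most used genes, IGHV5-29 held 12.3% of the HuD and 1.5% of the DNP reads, without overlap, but with a log2 difference of 2.77 (standard error 1.16, adjusted p = 0.192 from edgeR) it did not pass, and without DNP2, at 5.13, it did. IGHV5-25 held 12.2% and 6.33% (adjusted p = 0.219 from edgeR), where 47.0% of its reads name several genes. IGHV5-22 held 5.78% and 12.7% (adjusted p = 0.341), IGHV5S10 2.17% and 4.54% (adjusted p = 0.195), both passing without DNP2, at −1.86 and −1.30. The DNP mean of IGHV5-22 rests largely on DNP3, with 37.7%, against 2.93% to 8.64% in the other DNP animals. Its log2 difference of −1.47 ranged from −2.38 to −0.189 with 1 animal left out. IGHV5-31, IGHV5-20, IGHV5-7, IGHV5S13 and IGHV3-3 had log2 differences between −0.45 and 0.12 and did not pass, and those of IGHV5-31, IGHV5-20 and IGHV3-3 changed sign under other settings. In limma, DESeq2 and limma with the centred log ratio IGHV1-43 (−3.52 to −2.56) and IGHV5-29 (2.95 to 4.69) passed the threshold, and with the centred log ratio also IGHV5-7 (−1.27) and IGHV5S10 (−1.85).

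IGHV2S75, IGHV5-35, IGHV5-36, IGHV5-43 and IGHV5-54 had no productive read among the 551571 of DNP1, DNP3, DNP4 and DNP5, which allows up to 5.44 RPM (3 counts over these animals), and 9035 in the other 6 animals. A read was assigned to the first gene named for it, and 100% of the IGHV5-43 reads name several genes, so that its absence rests on the order of names. Among genes with at least 100 reads over the 10 animals, 210 sets of 4 animals were examined. This set was the only one for which such a gene was absent in its animals and present in all others. Genes with fewer reads were not counted, and IGHV1-8, for example, was absent from DNP1, DNP2, DNP3 and DNP4 only. Among unproductive reads these genes had 1 read in the 4 animals and 487 in the other 6.

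In DNP1 the reads with SEDMATYYCVR rested on 10.2 sequenced copies each, against 1.78 in the library. A hypothesis is that too few distinct tags were left for an abundant sequence, so that copies of different molecules were collapsed. The most abundant tag family held 2193 tags, which is 53.5% of the possible random tags, with 19.7 copies per tag, which is consistent with this hypothesis but was found on the same reads. The number of reads of this peptide in DNP1 may then be too low. Crowded tags were not particular to DNP1. The largest tag family of an animal held 32.0% (DNP5) to 63.0% (DNP2) of the possible tags, families with over 25% of them held 5.31% (DNP5) to 24.2% (HuD4) of the reads, and these rested on 2.53 to 5.34 copies per tag, against 1.00 to 1.03 in families with under 10 tags.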
